# Blood stem cell-forming haemogenic endothelium in zebrafish derives from arterial endothelium

**DOI:** 10.1038/s41467-019-11423-2

**Published:** 2019-08-08

**Authors:** Florian Bonkhofer, Rossella Rispoli, Philip Pinheiro, Monika Krecsmarik, Janina Schneider-Swales, Ingrid Ho Ching Tsang, Marella de Bruijn, Rui Monteiro, Tessa Peterkin, Roger Patient

**Keywords:** Cell lineage, Haematopoiesis, Haematopoietic stem cells

## Abstract

Haematopoietic stem cells are generated from the haemogenic endothelium (HE) located in the floor of the dorsal aorta (DA). Despite being integral to arteries, it is controversial whether HE and arterial endothelium share a common lineage. Here, we present a transgenic zebrafish *runx1* reporter line to isolate HE and aortic roof endothelium (ARE)s, excluding non-aortic endothelium. Transcriptomic analysis of these populations identifies Runx1-regulated genes and shows that HE initially expresses arterial markers at similar levels to ARE. Furthermore, *runx1* expression depends on prior arterial programming by the Notch ligand *dll4*. Runx1^−/−^ mutants fail to downregulate arterial genes in the HE, which remains integrated within the DA, suggesting that Runx1 represses the pre-existing arterial programme in HE to allow progression towards the haematopoietic fate. These findings strongly suggest that, in zebrafish, aortic endothelium is a precursor to HE, with potential implications for pluripotent stem cell differentiation protocols for the generation of transplantable HSCs.

## Abstract (web summary)

HSCs emerge from haemogenic endothelium (HE) in the dorsal aorta but whether these tissues share a common lineage is unclear. Here, the authors use a zebrafish *runx1* reporter to show that HE maintains an arterial gene expression profile in the absence of Runx1, suggesting the aortic endothelium as a precursor of HE.

## Introduction

Definitive haematopoietic stem cells (HSCs) drive lifelong reconstitution of the blood system and are pivotal in the treatment of haematological disorders including leukaemia^1^. During embryogenesis, HSCs are generated from an endothelial precursor termed haemogenic endothelium (HE)^2–5^. Replication of this process will facilitate the generation of transplantable HSCs in vitro from pluripotent stem cells (PSCs). However, despite recent advances in generating blood progenitors with broad potential^6^, the in vitro generation of transplantable HSCs without genetic manipulation has yet to be reported^7,8^. This likely reflects the complexity of embryonic haematopoiesis occurring in multiple tissues with differing genetic programmes^1,9^. The mouse embryo harbours at least two types of HE, in the extra-embryonic yolk sac (YS) and the embryo proper^10^. HE with the potential to give rise to HSCs is found mainly in the floor of the dorsal aorta (DA)^11^, but whether HE derives from arterial endothelium or represents an independent lineage is controversial^12–14^.

The transcription factor Runx1 is expressed in HE and is essential for the emergence of HSCs^15,16^. Runx1 is required for the endothelial to haematopoietic transition (EHT)^17,18^, leading to the formation of intra-aortic clusters (IAC) containing HSCs^19^. Mechanistically, Runx1 facilitates EHT by repressing the endothelial programme through upregulation of the transcriptional repressors, Gfi1/Gfi1b^18^. However, Runx1 was shown to still be required for HSC formation even after most HE cells have differentiated into IAC cells, indicating that RUNX1 regulates as yet unknown, critical target genes^20^.

Here, we present a detailed in vivo analysis of the aortic HE based on a newly generated zebrafish *runx1* reporter line. In addition to the identification of HE-specific Runx1-activated genes, we show that arterial gene expression in the HE is negatively regulated by Runx1. HE not only maintains an arterial programme in *runx1*^*−/−*^ mutants, but it is also dependent on prior arterial specification, strongly suggesting that HE derives from aortic endothelium.

## Results

### A *TgBAC(runx1P2:Citrine)* reporter labels aortic HE

To characterize the aortic HE and to screen for Runx1 targets, we utilized the zebrafish model. Here, the *runx1* gene structure is largely conserved, including regulation by two alternative promoters, P1 and P2 (Fig. 1a). However, in zebrafish, exon 2 is split into 2a and 2b by a non-conserved intron, positioned where mice/humans harbour an in-exon splice site (Fig. 1a and Supplementary Fig. 1a). Isoform-specific in situ hybridization (ISH) shows that *runx1* expression in the HE is solely initiated through P2 activity (Fig. 1b, c). To ensure proper regulation in *runx1* reporter fish, we made use of bacterial artificial chromosome (BAC) technology. Of the four previously identified zebrafish BACs containing *runx1*^21^, we chose the 97a02 BAC which harbours both promoters plus substantial upstream sequence (Supplementary Fig. 1b). A Citrine cassette followed by a polyA stop signal was recombineered downstream of the P2 ATG (Fig. 1d) to establish a stable *TgBAC(runx1P2:Citrine)* line, which expresses *Citrine* under the control of *runx1* regulatory elements.

**Fig. 1:**
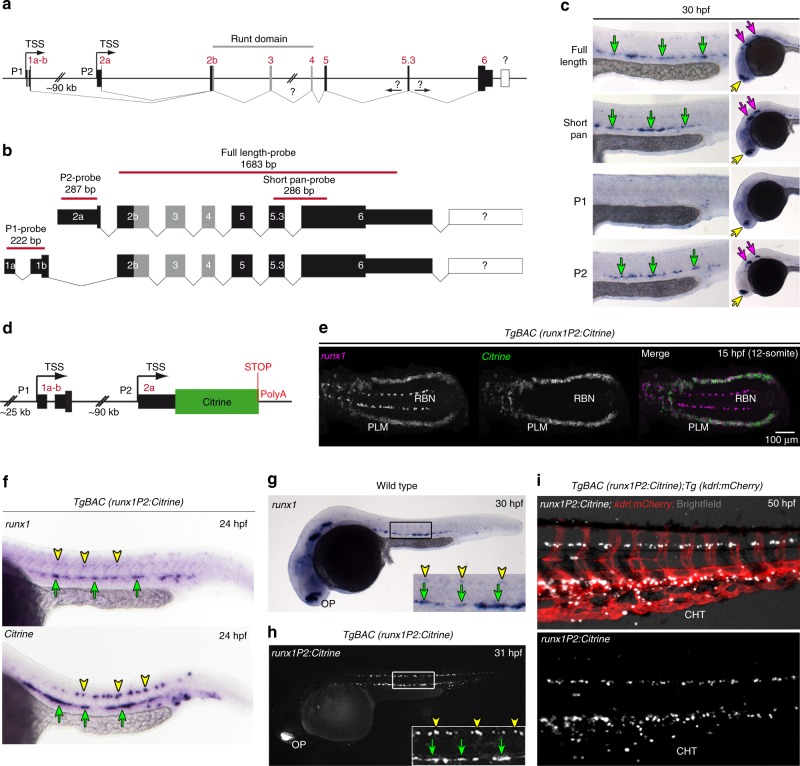
Generation of a zebrafish BAC transgenic reporter line for *runx1*. **a** Schematic representation of the zebrafish *runx1* locus. Exon nomenclature adjusted to the human *RUNX1* locus. P1 and P2 indicate the distal and the proximal promoter respectively (TSS: transcriptional start site). **b** Schematics of the two alternative transcripts derived from the alternative promoters P1 and P2. Transcript-specific and pan binding ISH probes are indicated with their respective lengths. **c** ISH for *runx1* isoforms in 30 hpf embryos. Left panel: trunk region. Right panel: head region. Green arrows point to the HE, yellow arrows show the olfactory placode and purple arrows depict neurons in the brain region. **d** Schematic of the recombineered 97a02 BAC. A *Citrine* reporter cassette was placed downstream of the P2 ATG. **e** Confocal microscopy image of a flat mounted 15 hpf embryo after double FISH for *runx1* and *Citrine* in *TgBAC(runx1P2:Citrine)* depicting the region of the posterior lateral plate mesoderm (PLM) and Rohon-Beard neurons (RBN). Maximum intensity projection of a 58 µm stack. **f**–**h** Gene expression analysis for *runx1* and *runx1P2:Citrine* during definitive haematopoiesis. Green arrows point to the HE. Yellow arrowheads point to neurons in the spinal cord. **f** ISH for *runx1* or *Citrine* in 24 hpf *TgBAC(runx1P2:Citrine)* embryos. **g** ISH for *runx1* in 30 hpf embryos. **h** Representative fluorescent microscopy image of a 31 hpf *TgBAC(runx1P2:Citrine)* embryo. Insets in (**g** and **h**) enlarge the boxed region. **i** Fluorescent microscopy image of a 50 hpf double transgenic *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* embryo focusing on the region of the caudal haematopoietic tissue (CHT)

During early haematopoietic development, *Citrine* expression recapitulated endogenous *runx1* in the posterior lateral mesoderm (PLM) which contains precursors to endothelium and primitive blood cells, but lacked expression in *runx1*^+^ Rohon-Beard neurons (RBN) (Fig. 1e). Notably, *Citrine* transcripts were detectable at least 1–2 h before endogenous *runx1* (Supplementary Fig. 1c), likely caused by a shorter transcription cycle. This allowed time for strong Citrine fluorescence to be detected in the migrating PLM from around 12–13 hpf (Supplementary Fig. 1d), coincidental with the detection of *runx1* expression by ISH.

During the subsequent definitive haematopoiesis, *runx1* is first detectable in the aortic HE by ISH from ~23/24 hpf onwards^22^. Importantly, *Citrine* RNA was detectable in the HE at 24 hpf (Fig. 1f), Citrine fluorescence mimicked expression of *runx1* (Fig. 1g, h) and no difference in *runx1* expression was detectable between reporter and wild-type embryos (Supplementary Fig. 1e). Unlike the earlier Rohon-Beard neurons, *Runx1*^*+*^ spinal cord neurons also expressed *Citrine*, suggesting that some neuronal enhancers are included in the BAC construct. Around 50 hpf, when most HE cells had initiated EHT^2^, Citrine^+^ cells were found in the sub-aortic space (Supplementary Fig. 1f) and in the caudal haematopoietic tissue (CHT) (Fig. 1i), with the *kdrl:mCherry* transgene delineating the endothelial domain. Over subsequent days, Citrine^+^ cells were detectable within all haematopoietic niches including the CHT, the thymus and the kidney (Supplementary Fig. 1g). Morpholino (MO) knock-down of the upstream regulators, *tal1b* and *gata2b*^23,24^, further validated proper regulation of the BAC-driven *runx1P2:Citrine* transgene for haematopoietic tissues (Supplementary Fig. 1h). Overall, we present a *runx1* reporter line suitable for the analysis of aortic HE in vivo.

### Isolation of enriched haemogenic and aortic roof endothelium

To analyse the DA region in more detail we used *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* double-transgenic embryos (Fig. 2a) at 29 hpf. Co-presence of mCherry in Citrine^+^ cells of the DA lining confirmed their endothelial identity (Fig. 2b). Unexpectedly, we detected additional weak Citrine fluorescence in the aortic roof endothelium (ARE) and sprouting inter-somitic vessels (ISV), but not in non-aortic endothelium (NAE) including the cardinal vein (CV) and veins and arteries in the head and tail. Immunohistochemistry confirmed the presence of stable Citrine protein in the ARE, whereas RNA expression was only detectable in the DA floor (Supplementary Fig. 2a). The weak Citrine fluorescence in ARE diminished over the next ~24 hours (Supplementary Fig. 2b) indicating high protein stability, also seen in primitive erythrocytes (eryP) (Supplementary Fig. 2c). These findings indicate a carryover of residual Citrine protein to the ARE from earlier stages of DA development and suggest a lineage relationship between *runx1*^*+*^ and *runx1*^−^ aortic endothelium.

**Fig. 2:**
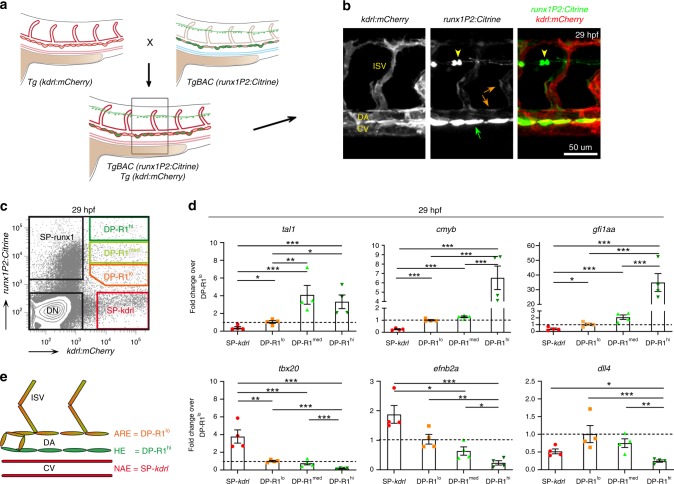
FACS based isolation of haemogenic and aortic roof endothelium. **a** Schematic of transgene expression in the trunk region of double transgenic *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* embryos during definitive haematopoiesis. **b** Representative confocal image of the DA region of double transgenic *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* embryos at 29 hpf. Laser intensities enhanced to detect Citrine fluorescence in the DA roof and sprouting inter-somitic vessels (ISV) (orange arrows) in addition to the HE (green arrow). Yellow arrow heads: neurons in the spinal cord. **c** Characteristic FACS plot of the established gating strategy for the isolation of endothelial sub-populations (*runx1*^*hi*^*kdrl*^*+*^ [DP-R1^hi^]; *runx1*^*med*^*kdrl*^*+*^ [DP-R1^med^]; *runx1*^*lo*^*kdrl*^*+*^ [DP-R1^lo^]; *runx1*^*−*^*kdrl*^*+*^ [SP-*kdrl*]) from double transgenic *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* embryos. **d** qRT-PCR analysis of haematopoietic (*tal1*, *cmyb* and *gfi1aa*) and endothelial (*tbx20*, *efnb2a* and *dll4*) marker gene expression in the different cell fractions isolated from ~29 hpf embryos following the FACS gating strategy depicted in (**c**). Graphs show the measured mean fold change relative to the expression detected in the DP-R1^lo^ fraction. *n* = 4 independent experiments. Error bars represent the SEM. 1-way ANOVA; *p < 0.05; **p < 0.01; ***p < 0.001. **e** Schematic of the vessel structure in the zebrafish trunk region discriminating between aortic roof endothelium (ARE) including the ISV, the HE and the non-aortic endothelium (NAE) including but not restricted to endothelial cells from the cardinal vein (CV). The depicted colour code refers to the colours of the FACS gates presented in (**c**)

Next, we analysed Citrine transgene expression during DA lumenisation at 18–22 hpf. Fluorescent ISH (FISH) highlighted that *runx1* is expressed at 22 hpf (Supplementary Fig. 2d) with the first positive cell detectable at 20 hpf. Importantly, we also detect *Citrine* RNA expression already at 18–20 hpf and Citrine fluorescence from ~20 hpf onwards in most DA cells, before expression became restricted to the DA-floor (Supplementary Fig. 2e–g), likely being the cause of the carryover of Citrine protein detected in the ARE (Fig. 2b). We propose that DA angioblasts, upon reaching the midline and just before lumenisation, experience the first *runx1* inductive signals, including BMP^25^, detected by our *runx1P2:Citrine* reporter. As a consequence of lumenisation, cells in the floor of the DA will stay proximal to the ventral BMP source and continue to upregulate the *Citrine* reporter, as well as endogenous *runx1* to levels detectable by ISH, while cells in the roof are positioned distal to the BMP source and lose expression of *Citrine* and *runx1*.

To isolate the HE, here operationally defined as *runx1*^*+*^ endothelium of the DA-floor, a FACS gating strategy was established (Fig. 2c). *runx1P2:Citrine*^*+*^*kdrl:mCherry*^*+*^ double positive cells with high *runx1P2:Citrine* expression (DP-R1^hi^) were discriminated from cells with lower Citrine intensity (DP-R1^med^ and DP-R1^lo^). Cells single-positive for *kdrl:mCherry*^*+*^ (SP-*kdrl*), representing a mixture of venous and arterial cells, served as a NAE control. Molecular characterisation at 29 hpf (Fig. 2d) detected high expression of *tal1* in DP-R1^med^ and DP-R1^hi^ cells, while expression of the HE marker genes *cmyb* and *gfi1aa* were exclusive to the DP-R1^hi^ population. In contrast, expression of the DA-roof marker, *tbx20*, was depleted from DP-R1^hi^ cells. Arterial marker genes *efnb2a* and *dll4* were gradually lost with increasing intensity of Citrine fluorescence, in agreement with a previously described early loss of endothelial potential in HE that coincided with *Runx1* expression^26^. Notably, *dll4* showed highest expression in the DP-R1^lo^ population, reflecting its arterial identity.

Quantification of flow-sorted populations detected 18.2 (+/− 3.0) DP-R1^hi^ cells per embryo (Supplementary Fig. 3a–c), representing ~1/5 (21.2%  +/−  2.7) of the whole DA (including ISV). These counts agree with previous estimates, including those showing that the DA circumference consists of no more than 4 cells^2^ with ISV sprouts (2–4 cells) found every 2–3 aortic cells. Considering that most if not all DA floor cells are haemogenic^2^, the ratio we detected (1/5 DP-R1^hi^ to all DP cells) reflects the reported DA composition.

Altogether, the combination of confocal microscopy, gene expression analysis and flow cytometric counting strongly suggests that DP-R1^hi^ cells represent the aortic HE, while DP-R1^lo^ cells represent the ARE (Fig. 2e). Overall, our strategy successfully discriminated between HE and ARE while simultaneously excluding NAE.

### Early repression of the endothelial programme in aortic HE

For further characterisation of the defined endothelial populations we performed RNA-seq analysis at 29 hpf (Fig. 3a, b), ~5 h after *runx1* becomes detectable by ISH and shortly before EHT. The number of mapped reads of *runx1* and *Citrine* as well as of *kdrl* and *mCherry* were well correlated (Supplementary Fig. 4a). Transcripts per million (TPM) values for the haemogenic genes *tal1*, *cmyb* and *gfi1aa*, tracked the gene expression patterns as detected by qPCR (Supplementary Figs. 4b and 2d). Expression of the arterial markers *dlc*, *vegfc, dll4* and *hey2* was enriched in SP-*kdrl*, DP-R1^lo^ and DP-R1^med^ populations and depleted in the DP-R1^hi^. As expected, *nr2f2* expression was only enriched in the SP-kdrl population (Supplementary Fig. 4c). The low TPM values for *myod1*, *pdgfra* and *cdh17* suggest only minimal contamination by cells of the myotome, sclerotome/neural crest or pronephros, respectively, mostly within the SP-*kdrl* population.

**Fig. 3:**
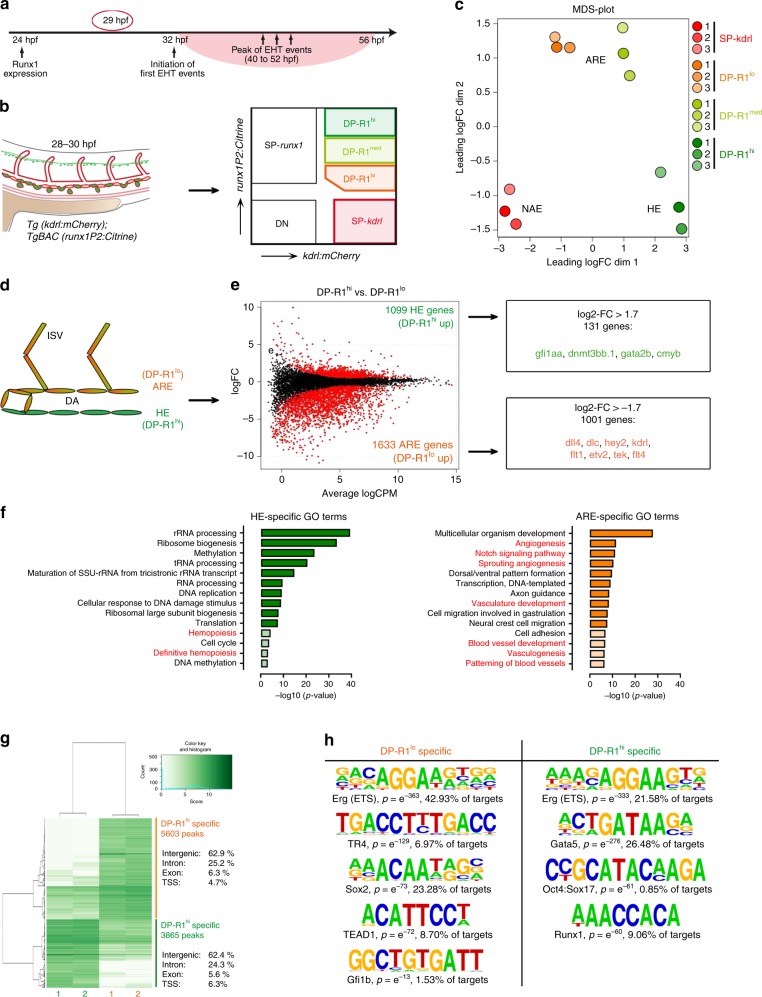
Characterization of genome wide gene expression in aortic HE. **a** Timeline depicting the most important events during definitive haematopoiesis in the zebrafish DA. At 29 hpf (red circle) cells of the HE have not yet initiated EHT but have been expressing *runx1* for several hours. **b** Experimental scheme to study HE and other endothelial sub-fractions by RNA-seq. Double transgenic *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* embryos were staged up to 28–30 hpf and taken forward for FACS based isolation of the indicated cell populations. RNA was isolated from at least 3,000 cells. *n* = 3 experiments have been performed. **c** Multidimensional scaling plot (MDS-plot) analysis of the cell populations depicted in (**b**). **d** Experimental strategy to identify HE-specific genes by comparing gene expression between HE (DP-R1^hi^) and ARE (DP-R1^lo^). **e** Left: Smear plot of the differentially expressed genes (DEGs) between DP-R1^hi^ and DP-R1^lo^. The number of significantly enriched genes for each population is indicated. Right: Number of significantly enriched genes with a log2-FC > +/− 1.7. Selected haematopoietic (green) and endothelial (orange) genes are shown. **f** GO term analysis on HE-specific (green) and ARE-specific (orange) gene-sets. Shown are the top 10 enriched terms (dark colour) plus additional informative terms (light colour). Haematopoietic and blood vessel development related terms are highlighted in red. **g** Heat map showing differentially open peaks between DP-R1^lo^ and DP-R1^hi^ cells as identified by ATAC-seq analysis. Genomic distribution of peaks is indicated. **h** de novo motif analysis underlying unique DP-R1^lo^ or DP-R1^hi^ specific peaks as indicated in (**g**)

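By the HOMER annotation, 2413 of the HE-specific peaks (62.4%) and 3527 of the ARE-specific peaks (63.0%) were intergenic, and 939 (24.3%) and 1410 (25.2%) lay in introns. Neither share differed between the lists (two-sided Fisher's exact test, adjusted p = 0.619 and 0.460 after Benjamini-Hochberg adjustment over 4 classes). Promoter peaks at a TSS made up 6.29% of HE-specific peaks (243) and 4.69% of ARE-specific peaks (263), an odds ratio of 1.36 (adjusted p = 0.00322). Exonic peaks, without those in UTRs, made up 4.32% (167) and 5.37% (301), an odds ratio of 0.796 (adjusted p = 0.0412). The difference at the TSS depended on the fold change required. With an absolute log2 fold change of at least 2 it was reversed, with 1.76% of HE-specific and 3.13% of ARE-specific peaks at a TSS (adjusted p = 0.00158). With 1 peak per nearest gene, that closest to the TSS in each list, it did not pass the threshold (0.878 percentage points, Fisher's exact test, adjusted p = 0.448). This rule favours peaks near a TSS, more so in the ARE-specific list, which had more peaks per gene (5602 over 3356 genes against 3864 over 2775). It thus cannot tell whether the difference depends on the unit. The difference in exonic peaks was no longer past the threshold at the stricter fold change (adjusted p = 0.717), but was larger with 1 peak per nearest gene (-2.02 percentage points, adjusted p = 0.0058). The median distance to the nearest TSS was 28839 bp for HE-specific and 32943 bp for ARE-specific peaks (two-sided permutation test, p = 0.00026). With an absolute log2 fold change of at least 2 this difference was -2116 bp (permutation test, p = 0.124), not past the threshold. With 1 peak per nearest gene it changed sign to 402 bp (permutation test, p = 0.676). Keeping the closest peak can by itself shorten distances more in the ARE-specific list, so that this change decides nothing on the unit.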

Multidimensional scaling (MDS) analysis demonstrated that biological replicates clustered together and placed the HE further from the NAE than from the ARE populations on the first dimension (Fig. 3c). We found 5213 differentially expressed genes (DEG) (log2-FC < +/− 0.7) across all populations (one-way ANOVA, FDR < 0.05) (Supplementary Data 1). Consensus clustering analysis (Supplementary Fig. 5a–c) further supported the endothelial character of DP-R1^lo^ cells that shared a substantial gene set with endothelial cells of the SP-*kdrl* gate (Cluster 1, 2570 genes). DP-R1^lo^ cells also possessed a unique programme (Cluster 4, 242 genes) containing the arterial markers *dll4* and *hey2*. In agreement with the MDS plot analysis, DP-R1^hi^ cells shared a larger genetic programme with DP-R1^lo^/DP-R1^med^ cells (Cluster 2, 1305 genes) than with SP-*kdrl* cells (Cluster 5, 812 genes). In line with the detected carryover of Citrine protein to the ARE, these genetic commonalities hint at a close lineage relationship between the HE and ARE.

While most HE markers, *cmyb*, *gata2b* and *gfi1aa*^23,27,28^ were part of Cluster 2, the previously identified HE-specific gene *dnmt3bb.1*^29^ was not. To identify the most meaningful set of HE-specific genes we performed DEG analysis between the closely related HE (DP-R1^hi^) and ARE (DP-R1^lo^) (Fig. 3d, e), while excluding the mixed population of NAE (SP-*kdrl*). Overall, 2731 DEGs were identified (Supplementary data 2) of which 1099 genes were HE-specific (upregulated in DP-R1^hi^). All known HE-marker genes were found within a subset of 131 genes with a log2-FC > 1.7 (Fig. 3e). HE-specific genes were enriched for gene ontology (GO) terms associated with cellular and metabolic processes (Fig. 3f), suggesting that the HE is in an active metabolic state, possibly adjusting its core machinery while transitioning from an endothelial to a haematopoietic identity. In contrast, within the 1633 ARE-specific genes (downregulated in DP-R1^hi^) many endothelial and arterial genes were found (Fig. 3e). The ARE-specific genes were enriched for GO terms related to angiogenesis and vessel development (Fig. 3f), in turn indicating an early genome wide repression of the endothelial programme within the HE. Likewise, the top enriched KEGG pathway for ARE-specific genes was “Notch signalling pathway” (Supplementary Fig. 5d), agreeing with recent studies showing a repression of Notch signalling in the HE during the EHT and further haematopoietic development^30–32^.

We further performed ATAC-seq analysis to study the open chromatin in DP-R1^lo^ and DP-R1^hi^ populations (Supplementary Fig. 5e, f). 

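ATAC-seq measures open chromatin through the insertion of sequencing adapters by the Tn5 transposase. The series holds 16 libraries, namely 3 replicates of each of 5 sorted populations (DN, SP-kdrl, DP-R1lo, DP-R1med and DP-R1hi) from embryos at 28 to 30 hpf, and 1 genomic DNA control. Each sorted library was made from 2000 to 3000 cells and the control from DNA of 30000 cells. The methods give 9 PCR cycles for the control, whereas the sample labels give 16 for every library. The authors trimmed the reads, aligned them to the Zv10 assembly (GRCz10) with BWA, called peaks against the genomic DNA and compared DP-R1hi with DP-R1lo in DiffBind with edgeR, after leaving out 1 replicate of each group. The values used here are their 2 lists of differential peaks, which give the mean log2 concentration of normalized reads in each group, the log2 fold change of DP-R1hi over DP-R1lo and the HOMER annotation of each peak. These are the authors' means and fold changes, with the group means inferred because the lists have no header. No value per replicate was used, so that the spread between replicates and the depth of each library are unknown, and the 9 libraries of the other populations were not analysed here. The lists were compared with Fisher's exact test and permutation tests in which peaks were the units, so that these tests describe the lists and do not replace replicate error. Nearest genes were taken from the HOMER annotation, and 4955 of 5194 RefSeq accessions matched a current gene name.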

Overall, we identified 3865 peaks unique for the HE (DP-R1^hi^) and 5603 peaks specific for the ARE (DP-R1^lo^) (Fig. 3g; Supplementary Data 3). 

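The list of peaks more open in DP-R1hi held 3864 peaks and the list of peaks more open in DP-R1lo held 5602, with no overlap between neighbouring peaks of the 2 lists. The median peak width was 474 bp for HE-specific and 489.5 bp for ARE-specific peaks, a difference of -15.5 bp (two-sided permutation test, p = 0.00152). In the population in which the peak was open, the authors' mean log2 concentration had a median of 6.54 for HE-specific peaks and 5.93 for ARE-specific peaks. The lowest value listed was -0.27 for DP-R1lo and -0.14 for DP-R1hi. DP-R1lo was at its lowest value in 725 HE-specific peaks (18.8%), and DP-R1hi was at its lowest value in 2049 ARE-specific peaks (36.6%). For these peaks the fold change is read as a lower bound. Where subtraction of the genomic DNA control set the lowest value this need not hold, and the lists cannot show where. With an absolute log2 fold change of at least 2, which moved the numbers most, 2562 HE-specific and 4634 ARE-specific peaks were left. The largest log2 fold change, read as a lower bound, was 13.51 for an intergenic peak on chromosome 2 (31729913 to 31733097, nearest gene e2f5). In the other direction it was 13.04, read in the same way, for an intergenic peak on chromosome 7 (52739479 to 52746747, nearest gene cdkn2aip). The chromosome 7 peak belongs to a group of ARE-specific peaks over 5 kb wide of which 12 of 13 were at the lowest DP-R1hi value.

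**Figure D1:**
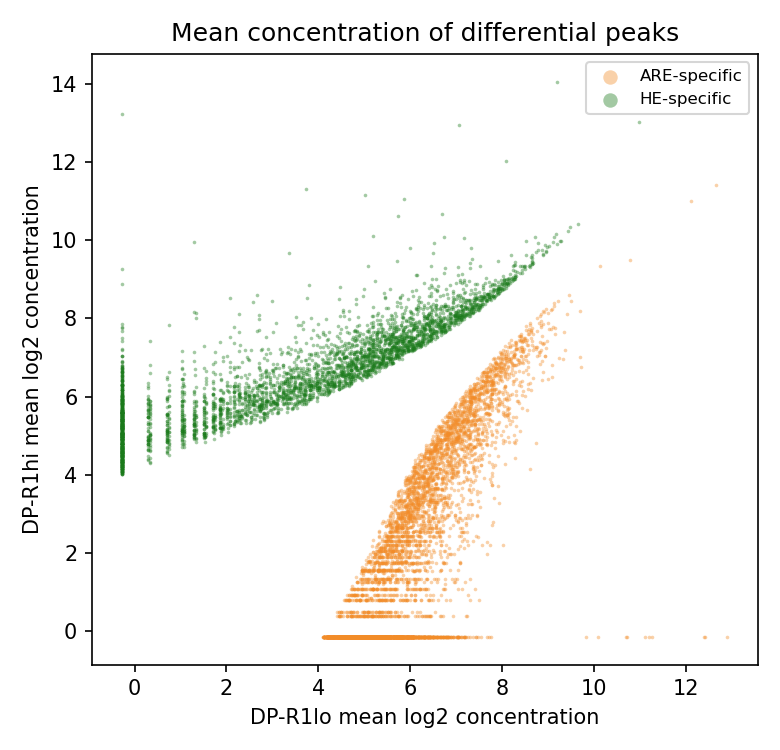
Authors' mean log2 concentration of each differential peak in DP-R1lo (horizontal axis) and DP-R1hi (vertical axis), with ARE-specific peaks in orange and HE-specific peaks in green. Points in line at -0.27 on the horizontal and -0.14 on the vertical axis are peaks at the lowest value of the closed population.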

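Among the peaks whose nearest gene is an HE marker, 6 were HE-specific and 1 was ARE-specific. Among those nearest to endothelial and arterial genes, 6 were HE-specific and 36 ARE-specific (odds ratio 36, two-sided Fisher's exact test, p = 0.000407). Peaks of 1 gene are not independent. Over genes with peaks of 1 list, a comparison chosen after the data were seen, the odds ratio was 15 and the difference did not pass the threshold of 0.05 (Fisher's exact test, p = 0.0632). HE-specific peaks lay at the myb promoter on chromosome 23 (31888403 to 31889349, log2 fold change 1.36), in intron 8 of 15 of myb (31895050 to 31895599, 2.89) and at the gfi1aa promoter on chromosome 2 (10982930 to 10983386, 2.16). A second gfi1aa peak was intergenic (10964209 to 10964501), with a log2 fold change of 5.19, read as a lower bound. The gfi1ab peak was intergenic on chromosome 6 (29024604 to 29024997, 3.27). The only peak nearest to tal1 was ARE-specific and intergenic on chromosome 22 (16492209 to 16492580, -4.01). No differential peak had runx1, gata2b or dnmt3bb.1 as its nearest gene, which does not show equal accessibility there. The reporter BAC carries both runx1 promoters, and the lists cannot tell its reads from those of the gene itself. All 6 peaks nearest to dll4, of which 1 lay within 50 kb of the TSS, and all 5 nearest to kdrl were ARE-specific. They included the kdrl promoter on chromosome 14 (32704174 to 32705107), which was at the lowest DP-R1hi value. DP-R1hi cells were sorted as positive for kdrl:mCherry, so that this value need not mean closed chromatin. Subtraction of the genomic DNA control cannot be excluded there. Unlike dll4 and kdrl, hey2 had 2 peaks in each list, and both sox17 peaks and the notch1b peak were HE-specific. The paper's RNA-seq also placed sox17 among the HE-specific but Runx1-repressed genes, so that these sox17 peaks do not run against it. In the test above sox17 was counted among the arterial genes. Coordinates are those of GRCz10.

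**Figure D2:**
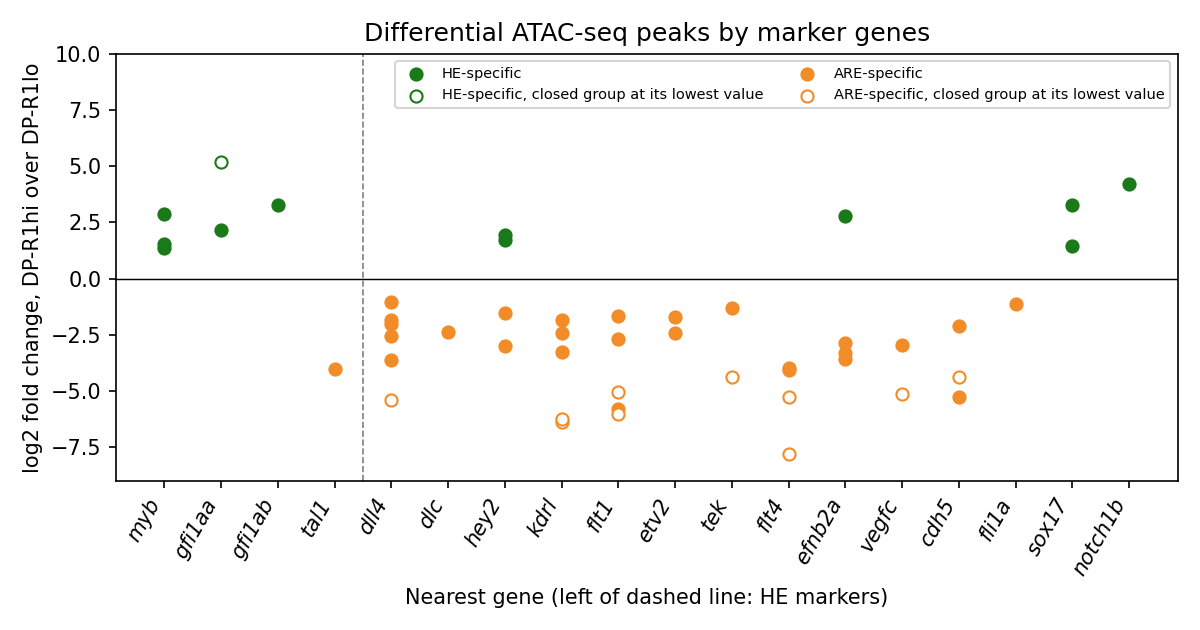
Log2 fold change of DP-R1hi over DP-R1lo for each differential peak (points) by nearest gene, with HE markers left of the dashed line. HE-specific peaks are green and ARE-specific peaks are orange. Open symbols are peaks whose closed population was at its lowest value, read as lower bounds. The peaks of myb, gfi1aa and gfi1ab lie above 0 and those of dll4 and kdrl below 0.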

De novo motif analysis identified ETS binding motifs as the top enriched motive for both ARE and HE, reflecting their endothelial identity. ARE-specific peaks were also enriched for the Gfi1b binding motif, in agreement with the previously described Runx1-Gfi1 axis repressing endothelial genes^18^ (Fig. 3h). Strikingly, HE-specific peaks were strongly enriched for the RUNX motif, implying a broad input for Runx1 required for HE progression to blood progenitors.

### Identification of HE-specific Runx1-regulated genes

To identify Runx1-regulated genes, perturbation experiments were performed using a well-established *runx1* splice MO^2,22^ that phenocopies the *runx1*^*−/−*^ mutant^33^ (Supplementary Fig. 6a,b). *TgBAC(runx1P2:Citrine)* morphants showed a loss of Citrine^+^ cells in the CHT at 56 hpf. In contrast, the HE was widely unaffected at 35 hpf, in line with Runx1 being dispensable for establishing HE^18^, thus allowing FACS-based isolation for subsequent RNA-seq analysis to identify Runx1 targets.

DEG analysis was performed between DP-R1^hi^ populations of *runx1* MO and control conditions, as well as between the double-negative (DN) populations to correct for MO off-target effects (Fig. 4a). MDS plot analysis showed that DP-R1^hi^ replicates clustered according to the presence/absence of the MO, while DN replicates all clustered together (Fig. 4b). Overall, we identified 676 DEG for the DP-R1^hi^ population and only 176 DEG for DN cells (Supplementary Fig. 6c). Genes that correlated positively in both analyses were considered as off-targets and eliminated from the analysis (Supplementary Fig. 5d). Finally, we identified 245 Runx1-activated (MO-down) and 389 Runx1-repressed (MO-up) genes (Supplementary data 4). Strikingly, we found the ARE phenotype to be repressed to a substantial extent by Runx1 (Fig. 4c).

**Fig. 4:**
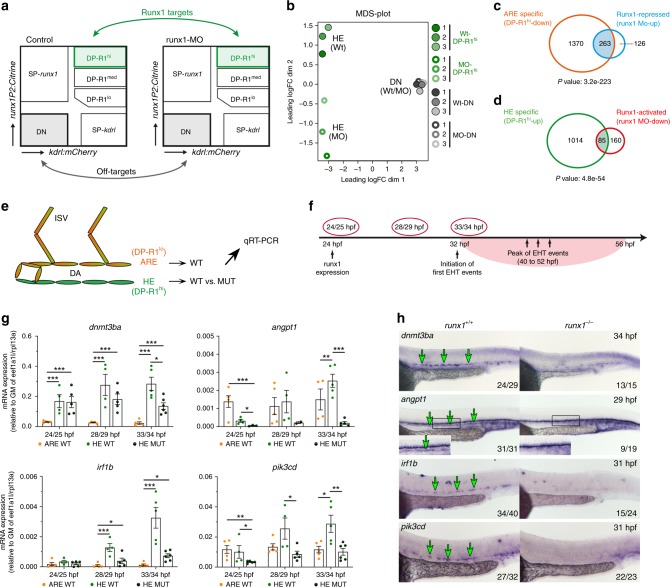
Identification of Runx1-regulated genes within the aortic HE. **a** Experimental scheme to identify Runx1-regulated genes in the HE (DP-R1^hi^). Highlighted cell populations (DP-R1^hi^ and DN) from un-injected (control) and *runx1* MO-injected double transgenic *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* embryos (28–30 hpf) were used for differential gene expression analysis (DEG) by RNA-seq similar to Fig. 3. **b** Multidimensional scaling plot (MDS-plot) analysis of the cell populations depicted in (**a**). **c** Gene list intersection between ARE-specific and Runx1-repressed genes. **d** Gene list intersection between HE-specific and Runx1-activated genes. **e** Experimental strategy to analyse potential HE-specific Runx1 target genes by qRT-PCR in *runx1*^*+/+*^ (WT) and *runx1*^*−/−*^ mutant (MUT) embryos. **f** Timeline highlighting the time-points (red circles) used for subsequent qRT-PCR analysis. **g** qRT-PCR gene expression analysis of potential Runx1 targets (*dnmt3ba*, *angpt1*, *irf1b* and *pik3cd*) in the HE and ARE of *runx1*^*+/+*^ (WT) and the HE of *runx1*^*−/−*^ mutant (MUT) embryos at the time-points depicted in (**f**). Graphs show the mean of detected expression levels relative to the geometric mean (GM) of the two housekeeping genes *eef1a1l* and *rpl13a*. *n* = 5 independent biological experiments for WT embryos and *n* = 6 independent biological experiments for MUT embryos. Error bars represent the SEM. 2-way ANOVA; *p < 0.05; **p < 0.01; ***p < 0.001. **h** ISH analysis for the same genes analysed in (**g**) performed in *runx1*^*+/+*^ and *runx1*^*−/−*^ embryos

To identify the most meaningful targets involved in definitive haematopoiesis we focused on 85 genes that were Runx1-activated and HE-specific (Fig. 4d). Of those, 22 genes showed evolutionarily conserved expression during the transition from murine HE to HSPCs^34,35^ (Supplementary Table 1). Potential for direct Runx1 binding was shown for 16 of those genes by ChIP-seq in two haematopoietic cell lines, HCP7 and Kasumi-1^36–38^. We further analysed expression of the identified potential Runx1 targets in *runx1*^*−/−*^ mutants^39^ using the BioMark platform (Fig. 4e). We crossed the *kdrl:mCherry* and *runx1P2:Citrine* reporter lines onto a homozygous *runx1*^*−/−*^ background and isolated the different subsets of the DA (Supplementary Fig. 7a). Gene expression was analysed at three time-points to additionally shed light on expression dynamics (Fig. 4f). For 11 of the 16 genes expression levels were shown to increase over time specifically in the HE and to be dependent on the presence of Runx1, also confirmed by ISH when functional probes were available (Fig. 4g; Supplementary Fig. 7b). These genes include five of the six zebrafish dnmt3 isoforms, including *dnmt3bb.1*, previously shown to be crucial for definitive haematopoiesis^29^. Other genes are the transcriptional repressor *gfi1ab*, the haematopoietic genes *syk*, *irf1b* and *pik3cd*, and the potential later niche genes *angpt1* and *mpl*, both expressed in adult HSCs and downregulated in *Runx1*^*−/−*^ mutants^40–43^.

Overall, the identification of HE-specific genes demonstrates that our experimental setup is a powerful tool to analyse gene expression dynamics within the HE and ARE. In combination with a runx1^−/−^ mutant background we further identified several Runx1 targets for developmental haematopoiesis.

### Initial *dll4* expression in HE becomes repressed by Runx1

Next, we used our experimental strategy dissecting HE from ARE to analyse the expression of additional factors involved in HSC development. Different ratios between Dll4- and Jag1-mediated Notch signalling define the arterial and haemogenic fates^44^, whereby Jag1 is needed for HSC specification and a high Dll4 to Jag1 ratio drives the arterial programme^44–47^. We therefore analysed expression of *dll4* and *jag1a* in the zebrafish DA. In agreement with another study^47^, highest expression of *jag1a* was detected in SP-*kdrl* cells (up to 4.2-fold higher compared to DP-R1^hi^/DP-R1^lo^), while a previously unidentified uniform expression was seen in the DA across the ARE and the HE (Fig. 5a). In contrast, *dll4* expression was dynamically regulated with an initial uniform expression in all fractions and an HE-specific downregulation over time (Fig. 5b). In contrast, *runx1*^*−/−*^ mutants expressed *dll4* at similar levels in the HE and the ARE at all analysed timepoints. ISH also showed a downregulation of *dll4* in the ventral DA from 27 hpf onwards (Supplementary Fig. 8a), but not in *runx1* morphants (Supplementary Fig. 8b) or *runx1*^*−/−*^ mutants (Fig. 5c). Importantly, double FISH showed co-localisation of *dll4* expression in regions of the HE also expressing high levels of *runx1* only in *runx1*^*−/−*^ mutants but not in WT embryos (Fig. 5d). These findings suggest that zebrafish HE is derived from a *dll4*^*+*^ progenitor and that *dll4* repression in the HE is Runx1-dependent.

**Fig. 5:**
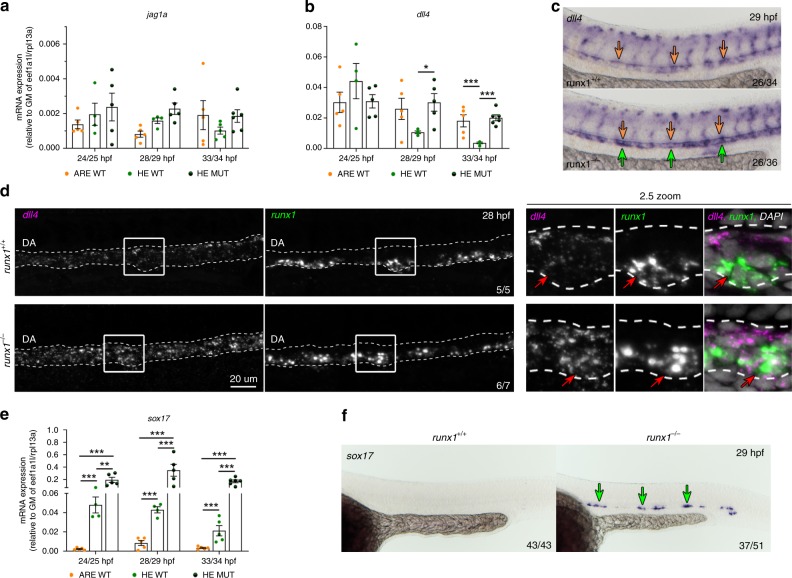
Expression of *dll4* in aortic HE is repressed by Runx1. **a**, **b** qRT-PCR gene expression analysis of NOTCH ligands *jag1a* and *dll4* in the HE and ARE of *runx1*^*+/+*^ (WT) and the HE of *runx1*^*−/−*^ mutant (MUT) embryos. Graphs in (**a**), (**b**) and (**e**) show the mean of detected expression levels relative to the geometric mean (GM) of the two housekeeping genes *eef1a1l* and *rpl13a*. *n* = 5 independent biological experiments for WT embryos and *n* = 6 independent biological experiments for MUT embryos. Error bars represent the SEM. two-way ANOVA; *p < 0.05; **p < 0.01; ***p < 0.001. **c** Spatial analysis of gene expression of *dll4* in *runx1*^*+/+*^ and *runx1*^*−/−*^ embryos by ISH. Green arrows point to the HE. Orange arrows point to the DA roof. **d** Maximum intensity projection of representative confocal images of *runx1*^*+/+*^ and *runx1*^*−/−*^ embryos with double FISH for *dll4* and *runx1*. Red arrows in the close-up highlight the region of a *runx1*^*+*^ cell. **e** qRT-PCR gene expression analysis of *sox17* in the HE and ARE of *runx1*^*+/+*^ (WT) and the HE of *runx1*^*−/−*^ mutant (MUT) embryos. **f** ISH analysis of *sox17* in *runx1*^*+/+*^ and *runx1*^*−/−*^ embryos. Green arrows point to the HE

Direct binding of Runx1 to the *Dll4* gene locus was found in previous ChIP-seq studies^36,38^. However, a likely candidate for an indirect regulatory link is Sox17, shown to directly regulate transcriptional activation of *Dll4* in endothelial cells^48^. Our RNA-seq analysis identified *sox17* and the related *sox32* as HE-specific but Runx1-repressed genes. This was further validated in *runx1*^*−/−*^ mutants (Fig. 5e, f; Supplementary Fig. 8c), thus providing the first functional in vivo data on *sox17* repression in the HE. Direct RUNX1 binding to *Sox17* has been reported previously during haematopoietic differentiation in culture^49^. Together, our findings suggest a model in which different Jag1 to Dll4 ratios are established by a Runx1-dependent downregulation of *dll4* expression in the HE, either directly or indirectly via repression of *sox17* (Supplementary Fig. 8d).

### HE of *runx1*^*−/−*^ mutants maintains an arterial identity

The arterial marker *EfnB2* distinguishes arterial from venous endothelium before functional distinctions are recognisable^50^. Similarly to *dll4* and *sox17*, expression of *efnb2a* was increased within the HE of *runx1*^*−/−*^ mutants, whereas expression of the venous marker *ephb4b* was unchanged and generally low (Fig. 6a). This prompted us to analyse expression of further arterial and venous markers in our RNA-seq data. Strikingly, arterial genes were generally upregulated in the HE of *runx1* morphants, whereas venous genes were unaffected (Fig. 6b). HE not only retained an arterial programme in the absence of Runx1 but also remained integrated into the DA lining, as detected by *runx1* expression or Citrine fluorescence (Supplementary Fig. 9a), even at 6 dpf (Fig. 6c, d).

**Fig. 6:**
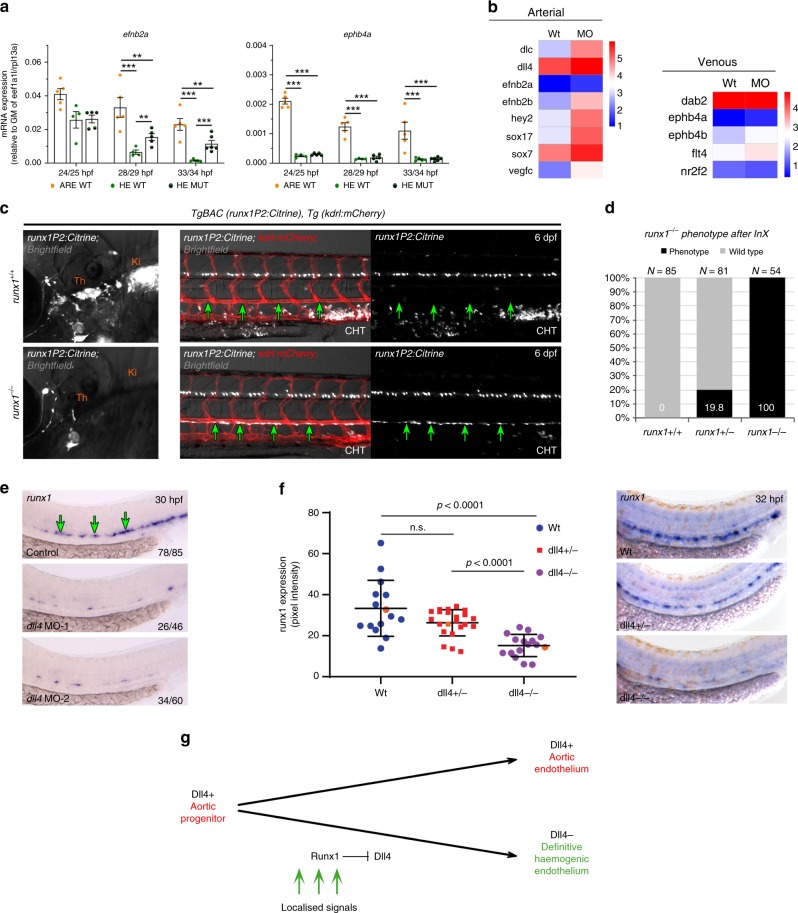
Aortic HE maintains arterial features in the absence of runx1. **a** qRT-PCR gene expression analysis of the arterial marker *efnb2a* and the venous marker *ephb4b* in the HE and ARE of *runx1*^*+/+*^ (WT) and the HE of *runx1*^*−/−*^ mutant (MUT) embryos. Graphs show the mean of detected expression levels relative to the geometric mean (GM) of the two housekeeping genes *eef1a1l* and *rpl13a*. *n* = 5 independent biological experiments for WT embryos and *n* = 6 independent biological experiments for MUT embryos. Error bars represent the SEM. Two-way ANOVA; *p < 0.05; **p < 0.01; ***p < 0.001. **b** Heatmaps of whole-genome gene expression data from RNA-seq for the HE of control and *runx1* MO embryos showing arterial and venous genes. **c** Representative fluorescent microscopy image of 6 dpf *TgBAC(runx1P2:Citrine), Tg(kdrl:mCherry)* double transgenic embryos on a *runx1*^*+/+*^ or *runx1*^*−/−*^ genetic background. Left: Region depicting the region of definitive haematopoietic niches including the thymus (Th) and the kidney (Ki). Right: region depicting the DA and the beginning of the caudal haematopoietic tissue (CHT). Green arrows point to the ventral wall of the DA. **d** Quantification of embryos derived from the indicated in-crosses (InX) depicting the *runx1*^*−/−*^ mutant phenotype as depicted in (**c**). **e** ISH analysis of *runx1* in control and *dll4* MO embryos. Experiment was performed with two different MOs. Green arrows point to the HE. **f** Offspring of *dll4*^*+/−*^ heterozygous fish were analysed by ISH for *runx1* at 32 hpf. Runx1 expression was quantified by image analysis and subsequent genotyping^57^. Representative examples of runx1 expression in each of the WT, *dll4*^*+/−*^ and *dll4*^*−/−*^ genotypes are shown in the right-hand panels and the corresponding expression values are shown as orange points in the graph. (μ_wt_ = 33.3, μ_mut_ = 15.19, *p* < 0.0001, F(2,50) = 16,79, one way ANOVA). **g** Model depicting the lineage relationship between the definitive HE giving rise to HSCs and arterial endothelium in the DA during embryogenesis. Dll4^+^ aortic progenitors get exposed to localised signals patterning the DA and inducing haemogenic gene expression. Haemogenic specification includes upregulation of *runx1* expression and a subsequent Runx1 induced repression of *dll4*, thus giving rise to Dll4^−^ mature HE

To determine whether arterial identity is a prerequisite for aortic HE, we analysed MO-mediated repression of *dll4* and indeed found a loss of *runx1* expression (Fig. 6e), as well as of *cmyb* that could be rescued by overexpressing *runx1* in *dll4* morphants (Supplementary Fig. 9b), while endothelial integrity was unaffected (Supplementary Fig. 9c). Consistent with these data, *dll4*^*−/−*^ mutants also showed loss of *runx1* expression in HE (Fig. 6f). Similarly, *Dll4*^*−/−*^ mice were reported to lack Runx1 expression in the HE at E9.5 but could not be investigated at later stages due to early lethality^45^. Of note, knock-down of the arterial gene *cldn5b* also resulted in a loss of *runx1* (Supplementary Fig. 9d), further suggesting that the arterial identity is required beyond simply the Notch input. In agreement with our observations in *runx1*^*−/−*^ mutants, *dll4* expression was increased in those *cldn5b*-deficient embryos. Together, these data suggest a model in which aortic HE is derived from a Dll4^+^ Cldn5b^+^ arterial progenitor population (Fig. 6g), consistent with our observation that initially most aortic cells hold the potential to upregulate *runx1P2:Citrine* expression (Supplementary Fig. 2g,h). Subsequent lumenisation creates the geometry for a signalling gradient, whereby ARE stays arterial and the DA floor commits to the haemogenic lineage^25^. The upregulation of *Runx1* then leads to the repression of arterial genes, allowing further differentiation towards the haematopoietic fate.

## Discussion

Two recent publications have concluded that HE is a distinct lineage from aortic endothelium^12,13^. However, neither paper was looking at the HE of the DA: one was studying yolk sac HE and the other HE differentiated from PSCs. Here, making use of a newly generated transgenic zebrafish line, we have profiled HE from the DA and compared it to the endothelium of the aortic roof. We find that while at earlier stages of development the gene expression profiles are very similar, HE and ARE eventually become distinct. We further find that the transition is mediated by Runx1 and that, if Runx1 is inactivated, the cells that would have formed HE retain the profile of ARE, remaining in the aortic endothelium and failing to undergo EHT. We show that Runx1 is indeed acting on *dll4*^*+*^ cells, the main marker for the non-haemogenic endothelium in the PSC study^13^, by observing co-localisation of transcripts to individual DA floor cells before *dll4* is silenced.

The HE-specific repression of *dll4* by Runx1 additionally suggests how high Jag1/Dll4 ratios are established in the zebrafish DA mediating low Notch1 signalling to the HE (Supplementary Fig. 5d) as detected by Gama-Norton et al.^44^ in mouse. While in the Gama-Norton et al. study the sensor for strong Notch1 signalling depicted activity only in the endothelium that is distinct from HSC precursors^44^, we speculate that, as in zebrafish, murine HE and aortic endothelium share a common precursor initially experiencing high Notch1 signalling through Dll4. Since the respective sensor in the Gama-Norton et al. study was induced at E10.5 and thus ~24 h after *Runx1* expression is detectable^44^, together with the repression of *Dll4* by Runx1 that we have identified, our proposed model of a common lineage is in agreement with those observations. Furthermore, by inactivating a representative arterial gene, *dll4*, we show that the arterial state is a necessary prerequisite for HE formation in vivo. Indications of a *Runx1* dependence on Dll4 have also been reported in mice, along with *Gata2*^45^, and HE dependence on the arterial programme has also been suggested using *EphrinB2*^*−/−*^ mutants^51^. Together with the here presented imaging and gene expression data, this provides strong support for intra-embryonic HE being derived from arterial angioblasts. Lastly, a necessity for the repression of arterial identity genes, e.g. *Sox17* and *Notch1*, was shown for the endothelial to hematopoietic fate switch in the mouse DA^14^. Here, we show that the repression of the arterial programme is Runx1 driven, even though it remains to be clarified whether this repression is direct or indirectly regulated.

We propose that vascular endothelial progenitors, that separated from the primitive blood precursors in the posterior lateral plate mesoderm^52,53^, become committed to a DA fate at around 13–15 hpf in zebrafish^54,55^ in the absence of a distinction between future roof and floor cell fates. These precursors migrate to the midline and form a cord which starts to lumenise from 18 hpf^56^. It remains to be determined at which time point HE diverges from the arterial lineage. Runx1 is initially not required for HE differentiation as expression of a non-functional *Runx1-LacZ* reporter gene is initiated normally in the floor of the mouse DA^57^, and haemogenic competence can already be detected in murine 23GFP^+^ cells before *Runx1* is expressed^58^. Similarly, expression of haemogenic *gata2b* in the zebrafish DA can be detected already around 18–20 hpf^23^, and it is suggested that HSC fate is partly established around 15–16 hpf during axial migration of DA precursors^59^, after the arterial and venous fate decision^54^. Subsequent DA cord lumenisation results in the floor of the DA remaining proximal to inductive BMP signals and distal to Hedgehog signalling, which leads to haematopoietic gene expression, starting with *gata2b* and *runx1*^23,25^, while the roof cells move away from the BMP source (Supplementary Fig 2h). That the roof cells are equivalent to floor cells in their ability to respond to BMP signalling was demonstrated by manipulating the BMP pathway using FGF inhibition, which resulted in dorsal extension of the BMP signalling domain accompanied by dorsal expression of Runx1 in the DA^60^. A previous study described a sub-population of venous-fated angioblasts in the DA^61^, thus increasing the cellular complexity^61^. However, since we never observed Citrine^+^ cells in the vein we suggest that these are different from HE-forming angioblasts.

Together with manipulation, both up and down, of the Notch pathway^30,31,44^, these data point the way towards the successful differentiation of PSCs into HSCs. We propose that it will be crucial to first identify conditions that specifically generate endothelial cells of the aortic lineage of the trunk region^52^ before inducing the differentiation into HE-like cells in vitro. Importantly, similar observations have been made in a human PSC differentiation culture, strongly supporting our in vivo data^62^.

Despite its crucial role in HSC formation, how RUNX1 promotes haematopoietic cell fate is still unclear^18,20^. Here, we have identified a diverse set of potential target genes. Their respective roles in DNA methylation, signalling and niche interaction begin to reveal the mechanisms by which Runx1 transforms arterial endothelial cells into fully functional HSCs. The finding that expression of five zebrafish *Dnmt3* isoforms was substantially reduced in *runx1*^*−/−*^ mutants highlights the importance of DNA de novo methylation for haematopoiesis^63^ and expands on indications that RUNX1 partly acts through global reorganization of the epigenetic state^20,64^. DNA methylation could be stabilizing the haematopoietic programme as shown for the Dnmt3bb.1-dependent maintenance of *cmyb* expression^29^. Conversely, DNA methylation may permanently silence the endothelial programme that is initially repressed by GFI1/GFI1b and LSD1 function^65^. Recruitment of DNMT3a by LSD1 has been described^66^.

*Irf1b* is a member of the inflammatory signalling pathway, recently discovered to be critical for definitive haematopoiesis^34,47^. In *irf1b* we have identified the first inflammatory gene to be downstream of Runx1 activity, the marker used for monitoring inflammatory input into HSC development. The interaction however might be indirect since *runx1*^*−/−*^ mutants have fewer primitive neutrophils^39^, which are the source of pro-inflammatory signals^47^.

The Runx1 target, Pik3cd, is a member of the mTOR pathway and directly regulated by Runx1 in acute megakaryocytic leukaemia cells^67^. PI3K activity is antagonized by PTEN, which in zebrafish was shown to prevent hyperproliferation of HSPCs in the CHT^68^. Regulation of *Pik3cd* by RUNX1 might therefore be involved in fine-tuning the cell cycle of future HSCs.

Additional Runx1 targets identified here, such as *angpt1* and *mpl*, are haematopoietic niche interaction factors^41–43,69^. Of note, *Mpl*^*−/−*^ mutant mouse embryos show an impaired survival/self-renewal of HSCs during their passage to the foetal liver^70^. It appears that RUNX1 equips the HSC with the required hardware for proper niche interaction.

Overall, we have shown that HSC-generating HE derives from aortic endothelium whose subsequent differentiation into HSPCs is dependent on the action of Runx1. We have further shown that Runx1 drives repression of the arterial endothelial programme, regulates transcription of epigenetic regulators that might be involved in stabilising this fate switch and sets up the HSC programme including its niche-interaction capacity.

## Methods

### Zebrafish lines and maintenance

Wild-type, *Tg(kdrl:Hsa.HRAS-mCherry)*^71^ (here called *Tg(kdrl:mCherry)*), *dll4*^*sa9436*^ mutants^72^ (here called *dll4*^*+/*^^−^) and *runx1*^*W84X*^ mutants^39^ (here called runx1^+/−^ and *runx1*^*−/−*^) were bred, maintained and staged as described^22^. All zebrafish work was approved by the Research Ethics Committee of the University of Oxford.

*dll4*^*sa9436*^ mutants were genotyped using a custom KASP Assay (LGC Genomics) targeting the sequence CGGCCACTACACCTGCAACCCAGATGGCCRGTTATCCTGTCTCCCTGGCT[G/A]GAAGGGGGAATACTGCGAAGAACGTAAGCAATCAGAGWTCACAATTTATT, following the manufacturer’s instructions. The *TgBAC(runx1P2:Citrine)* transgenic reporter was generated in the KCL background. *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* double transgenic, *TgBAC(runx1P2:Citrine);runx1*^*−/−*^ and *Tg(kdrl:mCherry);runx1*^*−/−*^ animals were generated by natural mating. Mutant embryos were identified by genotyping fin-clipped 3.5 dpf embryos. DNA was extracted using the HotSHOT method^73^, PCR performed using W84X genotyping primers (Supplementary Data 5) and diagnostic gels were run after *HaeII* digest.

### Morpholino and DNA injections

Antisense MOs (GeneTools) were used to target *runx1*^22^, *gata2b*^23^, *tal1b*^74^ *cldn5b* and *dll4* (MO-1^75^ and MO-2^76^) at the amounts indicated (Supplementary Data 5). Typically, 0.5–1 nl total volume of MO was injected in 1–2 cell stage embryos. For rescue experiments, full length Runx1 was amplified from cDNA of 28 hpf embryos and a flag-tag added to the 5′ end. This fragment was cloned downstream of the Ef1alpha promoter and a Rabbit β1-globin intron B type 2 allele (accession number J00660 (552–1196)) and upstream of a SV40 polyA sequence, flanked by miniTOL2 sites. Fifty picograms of plasmid DNA was injected with 25 pg transposase mRNA for the runx1 overexpression experiment.

### BAC cloning and transgenesis

BAC recombineering was based on the Suster et al. protocol^77^ with the following alterations. The *Citrine-SV40pAFKF* (containing *kanamycin* flanked by two FRT sites, a kind gift from Prof. Tatjana Sauka-Spengler) transgene cassette was introduced before the iTol2-*amp* cassette. BAC recombineering was performed in SW105 cells. Amplification of the homology-constructs with 50 bp overhangs was performed with specific primers (Supplementary Data 5). Recombineered BACs were purified using the Invitrogen PureLink HiPure Plasmid Midiprep Kit (cat no K2100–04). Embryos were injected with 1 nl of DNA (180 ng/μl) plus *tol2* mRNA (120 ng/μl) into the cell of early 1-cell stage embryos.

### Whole mount ISH

Whole-mount in situ hybridization was carried out as described^22^. cDNA templates for in situ hybridization probes were generated by PCR amplification from 20–28 hpf embryo cDNA (see Supplementary Data 5 for primers) and cloned into pGEMT-Easy. Probes for *kdrl*, *runx1, cmyb* and *dll4* are described elsewhere^16,28,46,78^. Analysis and quantification of *runx1* gene expression after in situ hybridization in *dll4* mutants was performed blinded. Briefly, we imaged all embryos from a *dll4*^*+/−*^ incross, inverted and converted the images to 8-bit grayscale. Next, we measured pixel intensity in an ROI containing the *runx1* staining against an equivalent unstained background ROI to obtain a pixel intensity value for each embryo^79^. After genotyping using the recommended KASP assay (LGC Genomics) primers for the *dll4* mutation^72^ following the manufacturer’s instructions, pixel intensity values were assigned to each image and grouped according to genotype. The mean intensity values were plotted in a dot plot and analysis of the differences between genotypes was performed (Graphpad 8.0 software, one way ANOVA).

### FISH and immunohistochemistry

Double fluorescent in situ hybridization was performed as previously described^80^. Briefly, embryos were incubated at 65 °C for 18 h in 2 ng/μl DIG- and fluorescein-labelled mRNA probes *runx1*, *Citrine* (*GFP*) and *dll4*. After washes, the embryos were sequentially incubated with horseradish peroxidase-conjugated anti-FLUO (1:500; Roche) and anti-DIG (1:500; Roche) antibodies. The RNA probes were sequentially developed with custom-made FLUO (FITC; 1:200) and tetramethylrhodamine (TAMRA; 1:100) conjugated tyramide in PBST containing 0.003% (v/v) H_2_O_2_ for 35 min at RT.

For FISH combined with immunohistochemistry first FISH was performed according to the standard in situ hybridisation protocol. The signal was developed with SIGMAFAST Fast Red TR/Naphtol. Embryos were rinsed in phosphate-buffered saline with Tween20 (PBT) and directly processed for immunohistochemistry. Embryos were blocked in blocking buffer (5% goat serum/0.3% Triton X-100 in PBT) for 1 h at RT before incubated with primary antibody against GFP (rabbit, 1:500, Molecular Probes), diluted in blocking buffer overnight at 4 °C. Secondary antibody raised in goat coupled to AlexaFluor488 (Invitrogen) was used in 1:500 dilutions for 3 h at RT. Hoechst 33342 was used as a nuclear counterstain.

Fluorescent images were taken on a Zeiss LSM880 confocal microscope using 10× air, 40× oil or 63× oil immersion objectives. Images were processed using the ZEN software (Zeiss) to generate maximum intensity projections.

### Wide-field fluorescence and live confocal microscopy

For wide-field fluorescence microscopy live embryos were anaesthetised with 160 μg/ml MS222 and mounted in 3% methylcellulose. Embryos were assessed and imaged on a SteREO Lumar V12 microscope (Zeiss) with an AxioCam MRm (Zeiss) or on a MVX10 stereo microscope (Olympus) with an ORCA-Flash4.0 LT Digital CMOS camera. Image acquisition and analysis was conducted with the AxioVision software (Zeiss).

For live confocal microscopy embryos were grown in E3 medium supplemented with PTU to prevent pigment cell formation. For imaging, embryos were anaesthetised with 160 μg/ml MS222 and orientated at the bottom of 35 mm glass bottomed dishes in 1% low melt agarose. Embryos were covered with E3 media containing MS222 and imaged on an LSM780 or 880 confocal (Zeiss) at 28.5 °C. Images were processed using the ZEN software (Zeiss) to generate maximum intensity projections.

### Cell dissociation and fluorescent activated cell sorting

Embryos were staged accordingly, pre-sorted for the presence of fluorescent reporters using the Olympus stereo microscope MVX10 and collected in low binding microcentrifuge tubes (SafeSeal Microcentriguge Tubes, Sorenson; Cat#39640T). Yolk was removed using 116 mM NaCl/2.9 mM KCl/5 mM HEPES (with freshly added 1 mM EDTA) deyolking buffer. Cells were dissociated using collagenase/trypsin buffer (20 mg collagenase in 0.05% Trypsin with EDTA in 1× HBSS solution). Reaction was stopped in 1× HBSS/10 mM HEPES/0.25% BSA. Dissociated cells were passed through a 40 μm cell strainer and re-suspended in appropriated volume (~10 μl per embryo; ~3–7 × 10^6^ cells per ml) of 1× HBSS/10 mM HEPES/0.25% BSA with Hoechst^DEAD^ (33258; Invitrogen) (1:4000 dilution). FAC-sorting was carried out by the WIMM Flow Cytometry Facility using the *BD FACS Aria Fusion* system. To identify the gating strategy for the DP-cells, we split the DP-gate into three sub-gates of similar height in order to select for a DP-R1^hi^ population with best enrichment of haemogenic marker genes. Cells were either directly sorted into RLT buffer (RNA isolation) or into 1× HBSS/10 mM HEPES/0.25% BSA buffer for subsequent preparation of ATAC-seq libraries.

### RNA extraction from FAC-sorted cells

To isolate RNA for qRT-PCR or RNA-sequencing, cells were sorted into 350 μl RLT buffer (QIAGEN) containing 20 μl β-mercaptoethanol per 1 ml RLT buffer and adjusted to a volume of 450 μl with RNA free H_2_O (each sorted cell equals a volume of ~0.00325 μl). The cell lysate was thoroughly vortexed and run through a QIAshredder (QIAGEN) column. RNA was cleaned up using the RNeasy Plus Micro Kit (QIAGEN) according to manufacturer’s protocol. RNA was eluted twice with 10 μl of RNA free H_2_O. RNA quality and quantity was determined using the 2100 Bioanalyzer Pico kit (Agilent technologies).

### qRT-PCR

cDNA was synthesized from total RNA (2–5 ng) using a SuperScript IV (ThermoFisher) enzyme according to manufacturer’s instructions in a total volume of 20 µl using random hexamer primers (250 ng) and 10 mM dNTPs. qRT-PCR was performed on a 7500 real-time cycler (Applied Biosystems) using SYBR Green (Fast SYBR Green; Applied Biosystems). Experiments were carried out in technical duplicates with four individual biological replicates. qRT-PCR primers are listed in Supplementary Data 5. Fold changes in gene expression were calculated using the 2^−ΔΔCτ^ method and normalized to a geometric mean of two housekeeping genes,*ubc* and *eef1a1l1*.

### Multiplexed gene expression analysis

Multiplex qRT–PCR was performed using the Fluidigm (BioMark) platform. TaqMan probes (ThermoFischer) (see Supplementary Data 5) were pooled to a concentration of 0.2×. Before cell sorting, an RT-PreAmp master mix (consisting of 5 µl 2× Reaction Buffer and 1.2 µl RT/Taq enzyme (ThermoFischer SuperScript III One-Step RT-PCR System with Platinum Taq kit), 0.1 µl SUPERase-In RNAse Inhibitor (Ambion), 1.2 µl TE buffer (Invitrogen), and 2.5 µl of 0.2× TaqMan assay mix) was freshly prepared on the day. All pipetting steps were performed in a clean-room.

Hundred cells were directly sorted by FACS into 10 µl of RT-PreAmp master mix. Collected samples were immediately vortexed and spun to aid cell lysis. RT-PCR (15 min at 50 °C; 2 min at 95 °C) and pre-amplification (15 s at 95 °C and 4 min at 60 °C; 20 cycles) was performed in a PCR machine and diluted with 40 µl TE buffer. The pre-amplified mix was immediately frozen at −20 °C until further analysis. Gene expression analysis was performed using a 48.48 IFC chip (Fluidigm) according to the manufacturer’s instructions. Ct thresholds were set for each assay with the same thresholds used across all experiments. Ct values were calculated by BioMark Real-time PCR Analysis software (Fluidigm). Data were exported to Excel as.csv files for subsequent analysis.

### RNA sequencing analysis

At least 300 *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* double transgenic embryos for both *runx1* MO and wild-type conditions were processed for RNA isolation from specific cell populations after FAC-sorting. To control for batch effects potentially derived from different clutches, every clutch of embryos was split in half, whereby one half remained un-manipulated and the other was injected with *runx1* MO. Injected and non-injected embryos were pooled accordingly and staged to 28–30 hpf for subsequent FAC-sorting. RNA-seq library generation (SMARTer libraries for low-input RNA) and sequencing (Illumina HiSeq4000 with 75 bp paired end) was performed by the Welcome Trust Centre for Human Genetics (WTCHG) using 2.2 ng of total RNA. ~24–30 million reads per sample were generated.

Sequenced reads were checked for base quality, trimmed where 20% of the bases were below quality score 20, and filtered to exclude adapters using Trimmomatic (Version 0.32). Sequences were aligned to the Zebrafish Genome Zv10 with STAR with default parameters. Aligned read features were counted using Subread tool: featureCounts method (version 1.4.5-p1). Differential gene expression (DEG) analysis was carried out using EdgR (Bioconductor Package).

To determine number of mapped reads we used the trimmed data. The alignment has been performed using STAR with default parameters. The number of mapped reads (QC-passed reads count) has been obtain using Samtools mapping statistics (flagstat tool).

For ANOVA-like test analysis, the generalized linear model (GLM) analysis was used as followed: Estimates “Dispersion”, fitted with “negative binomial model” and estimates “Generalized linear model likelihood ratio”. Genes with a False Discovery Rate (FDR) less than 0.05 were filtered out. Further, genes were filtered for log2 Fold Change < −0.7 and >0.7. Reads per kilobase per million (RPKM) values were used as input for Clustering analysis. A z-score transformation of the log2 replicates mean for each sample was performed. Clustering analysis was performed using the Consensus Clustering Plus algorithm^81^ with maximum cluster number to evaluate equal to 15. The algorithm generated a CDF plot assessing number of eight clusters as best stability. Using the genes of each cluster, heat-maps were generated using the z-score values.

To identify genes that were differentially expressed between two populations, we used GLM analysis. For the DP-R1lo vs. DP-R1hi DEG analysis all endothelial populations (SP-kdrl, DP-R1lo, DP-R1med and DP-R1hi) were included into ANOVA-like test analysis. For the control embryo vs. MO embryo DEG analysis (for both DN and DP-R1hi) all four populations (DN-Wt, DN-MO, DP-R1hi-Wt and DP-R1hi-MO) were included into ANOVA-like test analysis. After normalization all genes with less than three samples with read counts >0 were removed prior to DEG analysis. All genes with a FDR value >0.05 or with at least three samples equal to 0 read counts were removed from further analysis. Enrichment of GO terms and KEGG pathways were calculated with DAVID6.8. Representative GO terms were taken from the BP_DIRECT class.

### ATAC-sequencing analysis

For genome wide open chromatin analysis by ATAC-seq, 2000–3000 cells were FAC-sorted directly into 100 µl of 1× HBSS/10 mM HEPES/0.25% BSA buffer and spun down at 500 g for 5 min at 4 °C. Tagmentation was performed as described^82^, but with 1.5 µl Tn5 transposase (Illumina) in a 50 µl reaction volume. Immediately after transposition, DNA was purified using the QIAquick PCR purification kit (Qiagen), eluted 2× with 10 µl EB buffer and stored at −20 °C. Eighteen microlitres of transposed DNA was taken forward into a 50 µl PCR reaction mix with barcoded primers and 25 µl of 2× NEBNext High-Fidelity 2× PCR Master Mix (NEB). Fragments were amplified for 16 cycles.

As a genomic DNA control, DNA from 30,000 cells was isolated using the DNeasy Blood & Tissue kit (Qiagen) and eluted with 25 µl EB buffer. Tagmentation was performed as described. Fragments were amplified for nine cycles. Fragment sizes were verified using Tapestation (Agilent) and libraries were quantified using KAPA Library Quant Kit for Illumina Sequencing Platforms (KAPABiosystems). Sequencing was performed on a NextSeq machine.

Sequenced reads were checked for base qualities, trimmed where 20% of the bases were below quality score 20, and filtered to exclude adapters using Trimmomatic (Version 0.32). Sequences were aligned to the Zebrafish Genome Zv10 with BWA (Version 0.7.12) with default parameters. Aligned read features were counted using Subread tool: featureCounts method (version 1.4.5-p1). Peaks were identified using MAC2 software (Version 1.4.2), using the genomic DNA as input to define background. Differential peaks analysis was carried out using DiffBind (Bioconductor Package). Triplicates were analysed for consistency by PCA and correlation analysis and one outlying replicate has been removed for each, DP-R1^hi^ and DP-R1^lo^. Using a GLM analysis with EdgeR methods a list of DE packs between DP-R1^hi^ and DP-R1^lo^ population has been identified, then annotated with Homer software (Version 3.0). Further, peaks were filtered for log2 Fold Change < −0.7 and >0.7. 

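The smallest absolute log2 fold change in either list was 0.71. Its median was 2.70 for HE-specific peaks (interquartile range 1.68 to 4.36) and 3.90 for ARE-specific peaks (2.44 to 5.06), including values read as lower bounds. Without the peaks at the lowest value of the closed population, the medians were 2.24 and 2.83. An absolute log2 fold change of at least 1 was reached by 93.1% of HE-specific and 98.6% of ARE-specific peaks. The peaks carry numbers up to 9536, of which 70 are in neither list.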

Selecting the specific peaks for DP-R1^hi^ and DP-R1^lo^. “De novo analysis” for transcription factor binding site has been carried out using the TSS, intergenic, and intron peaks list with “findMotifsGenome.pl” in Homer software package.

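Of the peaks in the lists, 3595 HE-specific and 5200 ARE-specific peaks carried a TSS, intergenic or intron annotation. They covered 1964409 bp and 3047586 bp, with a median width of 476 bp and 490.0 bp. The remaining 269 and 402 peaks were annotated to exons, UTRs or transcription termination sites. The motif search itself was not repeated here, because the genome sequence was not used.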

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Transparent peer review file

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Reporting Summary

## Data Availability

All data generated or analysed during this study are included in this published article (and its supplementary information files). Accession codes for RNAseq and ATACseq have been deposited in the GEO database under accession codes: GSE132259 and GSE132258, respectively.

# Supplementary material for: Blood stem cell-forming haemogenic endothelium in zebrafish derives from arterial endothelium
**Source:** Nat Commun. 2019 Aug 8;10:3577. doi: 10.1038/s41467-019-11423-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Blood stem cell-forming haemogenic endothelium in zebrafish derives from arterial endothelium**

Bonkhofer et al.

Supplementary figures

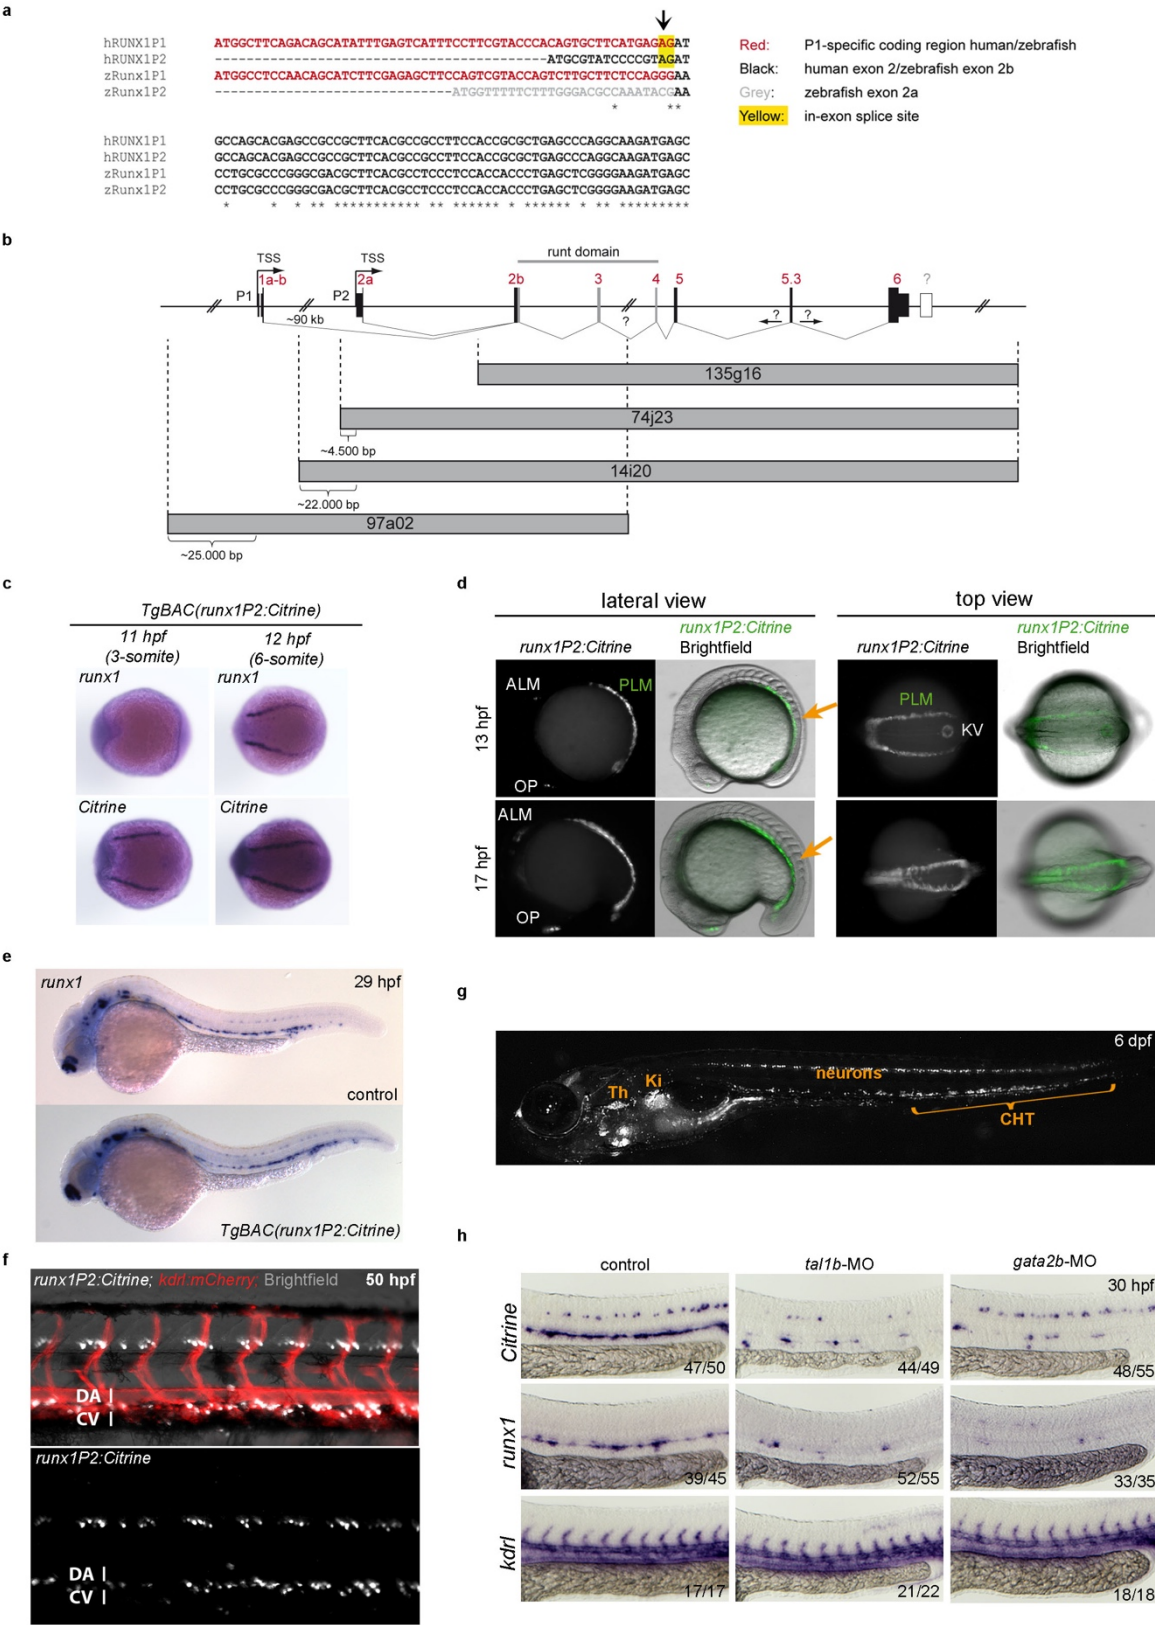

**Supplementary Figure 1: Proper regulation of *Citrine* expression in *TgBAC(runx1P2:Citrine)* embryos**

(a) Multiple sequence alignment between the 5' most bases of the *runx1* alternative promoter products from human (hRUNX1) and zebrafish (zRunx1). P1 specific sequences are shown in red. The zebrafish 2a specific sequence is shown in grey. The in-exon splice site for the human transcript is highlighted in yellow. (b) Schematic representation of the zebrafish *runx1* locus and regions covered by each of the previously identified zebrafish BACs<sup>1</sup>. (c) ISH for *runx1* and *Citrine* in early *TgBAC(runx1P2:Citrine)* embryos depicting the region of the posterior lateral mesoderm (PLM). (d) Microscopic images of Citrine fluorescence focusing on the PLM region. Orange arrows indicate region shown in the top view panel. (e) ISH for *runx1* in WT and early *TgBAC(runx1P2:Citrine)* embryos at 29 hpf. (f) Fluorescent microscopy image of a 50 hpf double transgenic *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* embryo focusing on the trunk region. (g) Representative microscopic image of a 6 dpf *TgBAC(runx1P2:Citrine)* embryo. The region of the thymus (Th), kidney (Ki) and caudal haematopoietic tissue (CHT) are indicated. (h) ISH for *Citrine* or *runx1* in the trunk region of embryos injected with MOs targeting *tal1b* or *gata2b*. ISH for *kdrl* controls for integrity of vascular structures.

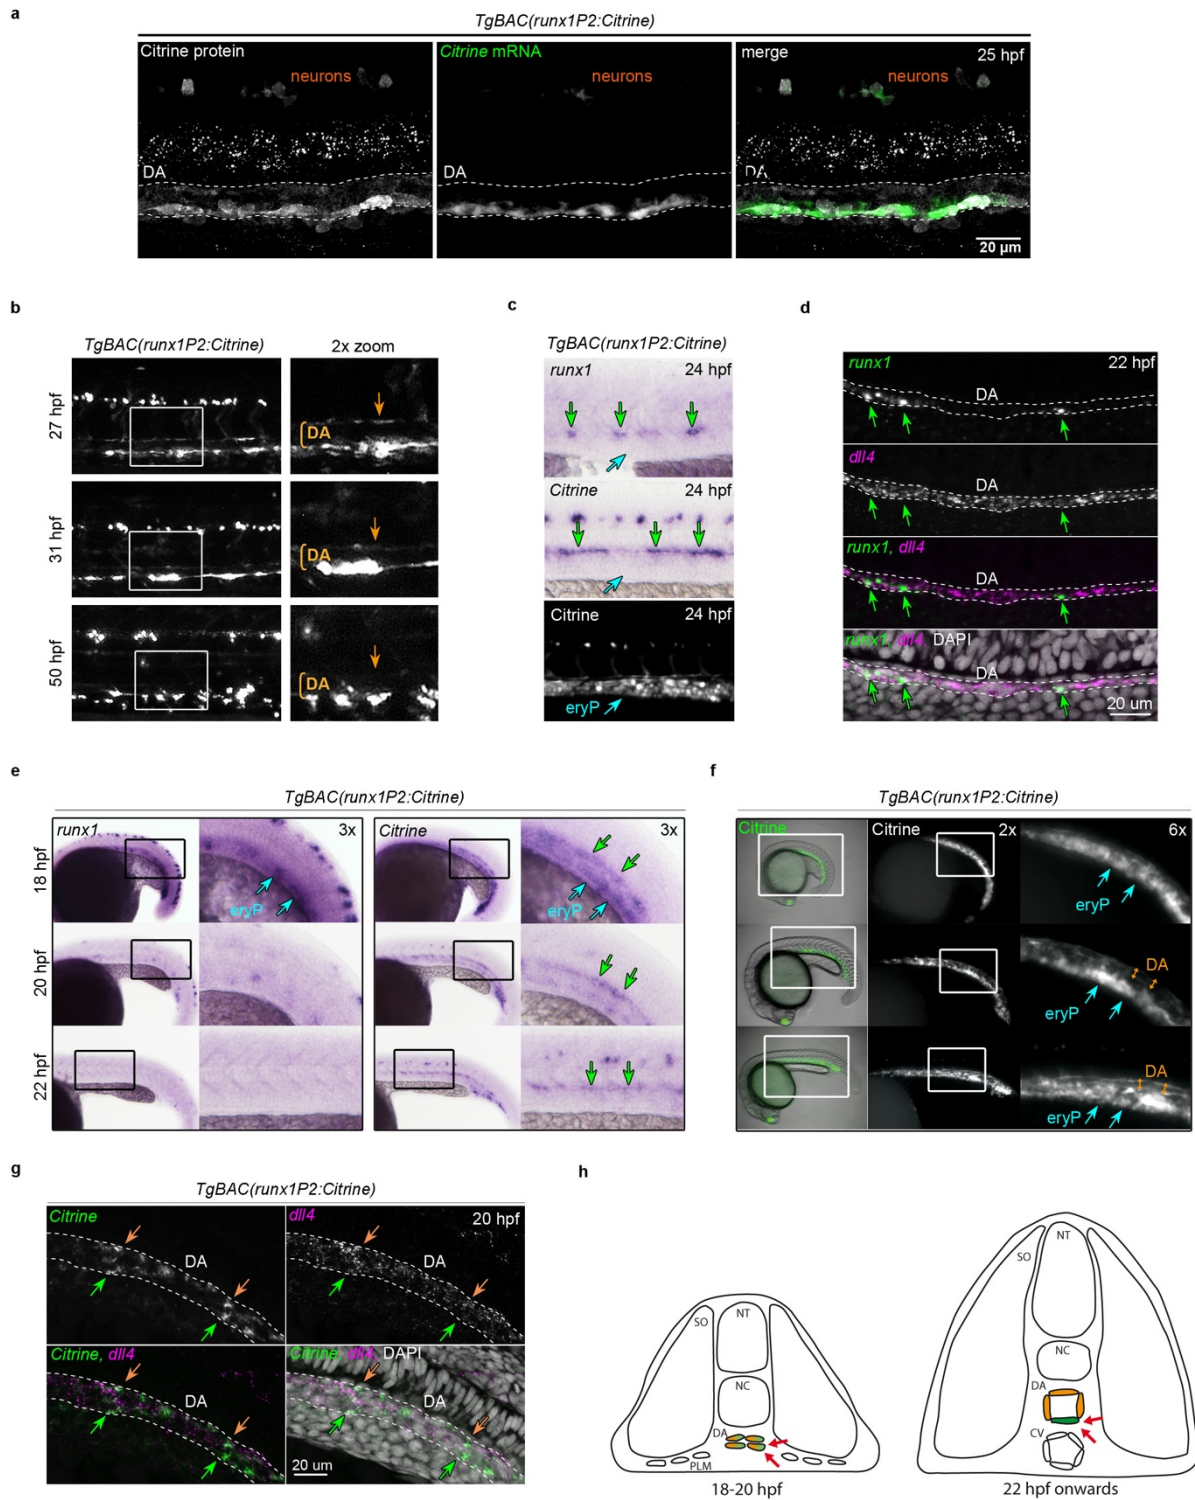

**Supplementary Figure 2: Initial activation of *Citrine* expression before DA lumenisation causes carryover of Citrine protein in the aortic roof endothelium**

(a) Confocal image of a whole mount 25 hpf *TgBAC(runx1P2:Citrine)* embryo immunostained for Citrine protein (white) combined with FISH for *Citrine* mRNA (green). The DA structure is outlined.

(b) Analysis of *Citrine* transgene and endogenous *runx1* expression in 24 hpf *TgBAC(runx1P2:Citrine)* embryos by ISH (*runx1* and *Citrine*) and fluorescent microscopy (Citrine). Green arrows point to the HE. Blue arrows point to the sub-aortic region containing primitive erythrocytes (eryP). (c) Representative fluorescent microscopic images of the DA region from *TgBAC(runx1P2:Citrine)* embryos over time. Image acquisition was performed under identical illumination conditions. The magnifications highlight the boxed regions. Orange arrows point to the DA roof. (d) Maximum intensity projection of a representative confocal image after double FISH for *dll4* and *runx1* in the DA region of a 22 hpf embryo. Green arrows point to *runx1*<sup>+</sup> cells.

(e) Expression analysis of *runx1* and *Citrine* during early DA development (18-22 hpf) in *TgBAC(runx1P2:Citrine)* embryos. Left: ISH analysis of *runx1*. Right: ISH analysis of *Citrine*. (f) Fluorescent microscopy images of Citrine fluorescence during early DA development (18-22 hpf) in *TgBAC(runx1P2:Citrine)* embryos. For e and f: blue arrows point to expression in primitive erythrocytes (eryP); green arrows point to the DA/HE region. Orange double-arrows indicate the DA lumen. (g) Maximum intensity projection of a representative confocal image of double FISH for *dll4* and *runx1* in the DA region of a 20 hpf embryos. orange arrows point to the ARE and green arrows to the HE. (h) Model depicting the DA region of zebrafish embryos before and after lumenisation. DA angioblasts that reach the embryonic midline are initially clustered together. Subsequent lumenisation creates the geometry for a signalling gradient in which the HE (green) stays in the inductive signalling zone (red arrows) driving the up-regulation of haematopoietic

genes. ARE (orange) maintains an arterial programme. CV: cardinal vein; DA: dorsal aorta; NC: notochord; NT: neural tube; SO: somites.

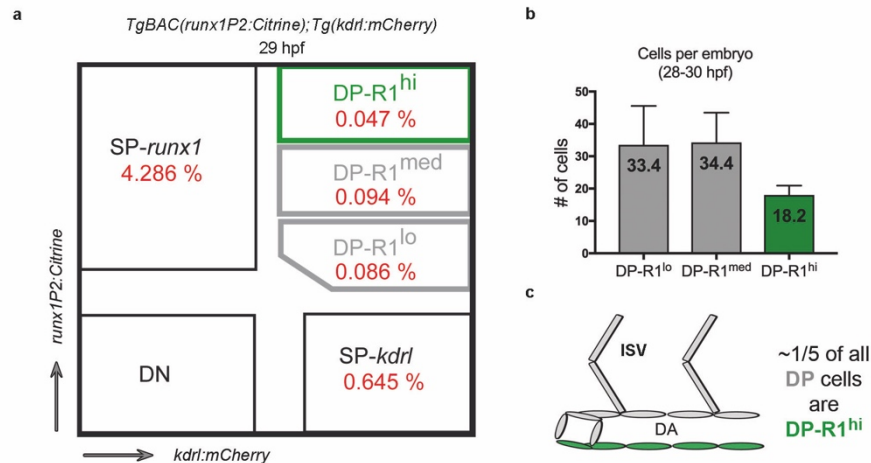

### Supplementary Figure 3: Quantification of aortic and haemogenic cells in zebrafish embryos

(a) Quantification of the sorted cell populations from double transgenic *TgBAC(runx1P2:Citrine);Tg(kdrl:mCherry)* embryos at ~29 hpf. The numbers represent the proportion of the respective population in relation to the whole embryo (n =4). (b) Total cell counts per embryo as detected by FACS for the indicated cell fractions. (c) Schematic of the zebrafish DA structure with the HE highlighted in green. Including all cells of the DA and the sprouting ISV, the HE reflects approximately 1/5 of the whole DA structure.

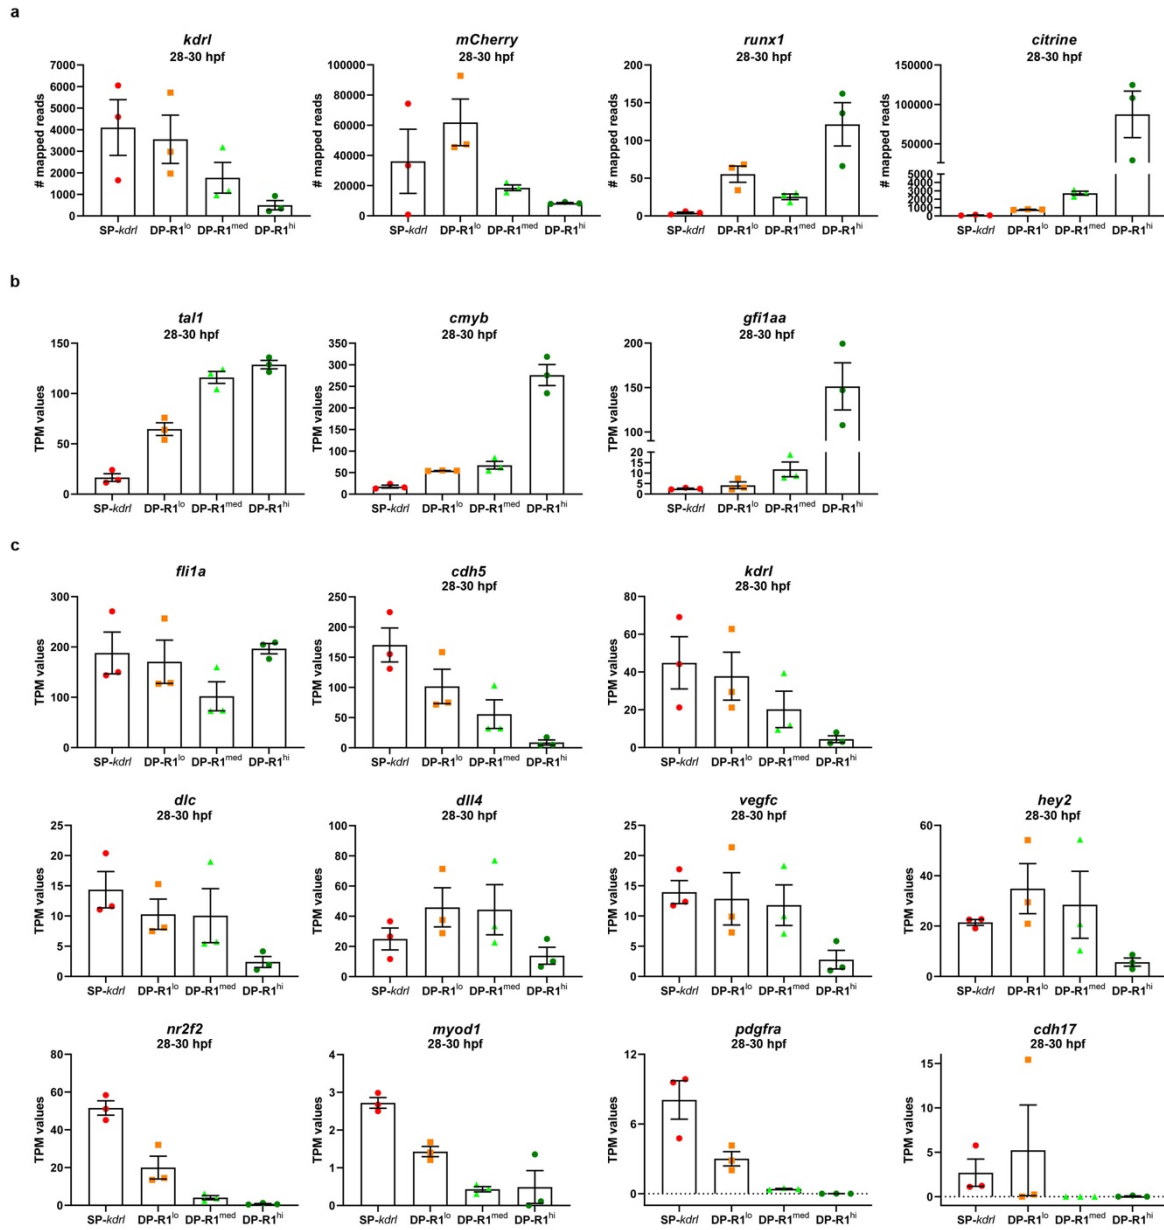

**Supplementary Figure 4: Internal control gene analysis after RNAseq in HE, ARE and NAE**

(a) Number (#) of mapped reads against *mRNA* sequences for: *kdrf*, *mCherry*, *runx1* and *Citrine*.

(b) TPM value of the haemogenic genes *tal1*, *cmyb* and *gfi1aa* as detected by RNAseq in the in detected populations. (c) TPM value analysis of further genes including endothelial genes (*fli1a*, *cdh5* and *kdrf*), arterial genes (*dlc*, *dll4*, *vegfc* and *hey2*), the venous gene *nr2f2*, as well as the myotome marker *myod1*, the sclerotome/neural crest marker *pdgfra* and the pronephros marker

*cdh17*. TPM values for *myod1*, *pdgfra* and *cdh17* are low suggesting minimal contamination by other tissues. Error bars represent the SEM.

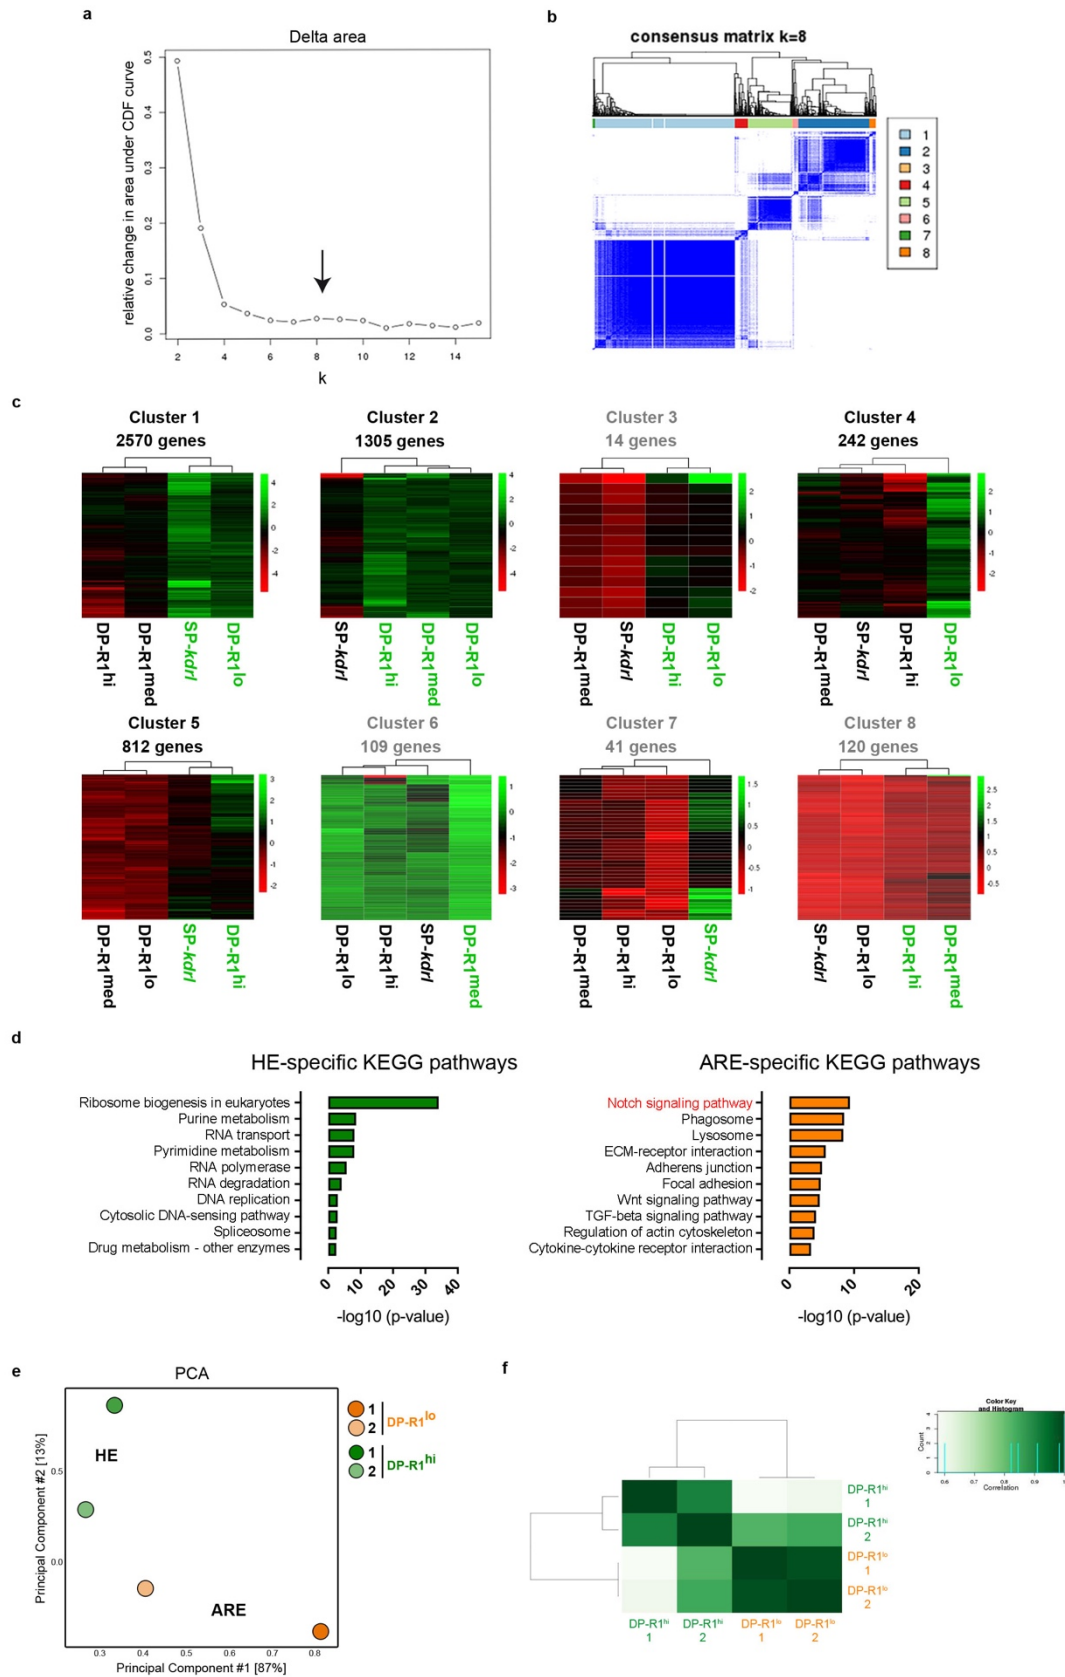

### **Supplementary Figure 5: Determination of the genetic programmes in HE, ARE and NAE**

(a) Delta area plot of consensus clustering identified an optimal setting of  $k = 8$  clusters from cumulative distribution function (CDF) (b) Consensus clustering matrix for  $k = 8$  of RNA-seq data from all 4 analysed endothelial sub-populations. Each row represents one gene. The intensity in blue represents the frequency at which two genes were observed to cluster together. Cluster numbers are indicated at the right. (c) Heatmaps for each cluster resulting from consensus clustering with the respective dendrogram on top. Gene expression levels are normalized by Z-score transformation across all data sets. The numbers of genes for each cluster are indicated. Clusters with >240 genes are shown in black. Smaller clusters are shown in grey. Cell populations with high levels of gene expression for each respective cluster are shown in green. (d) KEGG-pathway analysis on HE-specific (green) and ARE-specific (orange) gene-sets. Shown are the top 10 enriched terms. Notch signalling related terms are highlighted in red. (e) Principle component analysis (PCA) for DP-R1lo and DP-R1hi open chromatin regions as identified by ATAC-seq. (f) Correlation plot for DP-R1lo and DP-R1hi ATAC-seq replicates.

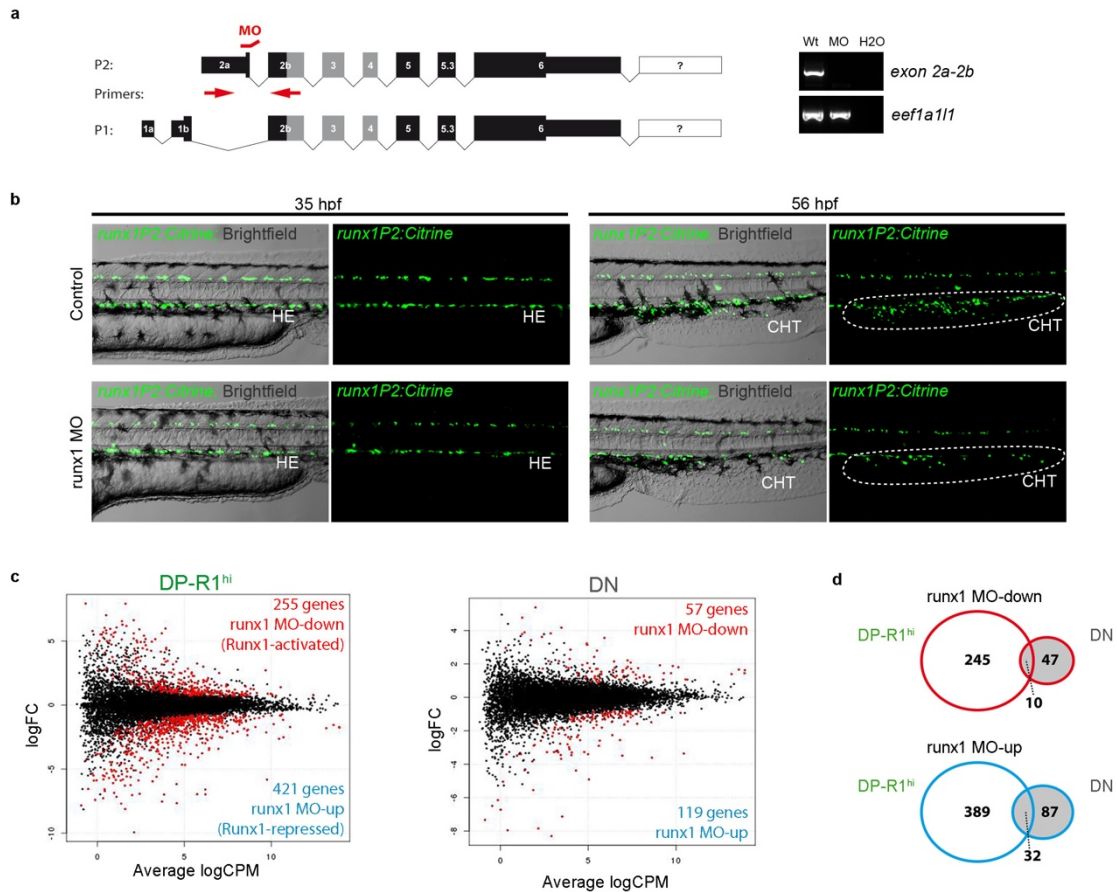

**Supplementary Figure 6: Set-up of a *runx1* MO based gene expression screen**

(a) Left: Schematic of the alternative transcripts derived from the two alternative promoters P1 and P2 and the binding site for the used P2-specific *runx1* splice-MO. Right: Typical agarose gel for the analysis of the splice-MO functionality using indicated primers. (b) Fluorescent microscopic images of *TgBAC(runx1P2:Citrine)* embryos either un-injected (control) or *runx1* MO injected. Left: Showing the trunk region including the DA of 35 hpf embryos. Right: Showing the caudal haematopoietic tissue (CHT) region of 56 hpf embryos. (c) Smear plot result of differentially expressed gene analysis (DEG) between *runx1* MO and control embryos. Left: DEG analysis for cells of the DP-R1<sup>hi</sup> gate showing significantly down-regulated (red; Runx1-activated) and up-regulated (blue; Runx1 repressed) genes. Right: DEG analysis for cells of the DN gate

showing significantly down-regulated (red) and up-regulated (blue) genes. **(d)** Gene list intersection between DEG detected in cells of the DP-R1<sup>hi</sup> and DN gates after *runx1* MO injection. Top: Intersection between genes down-regulated due to *runx1* MO injection in both populations. Bottom: Intersection between genes down-regulated due to *runx1* MO injection in both populations.

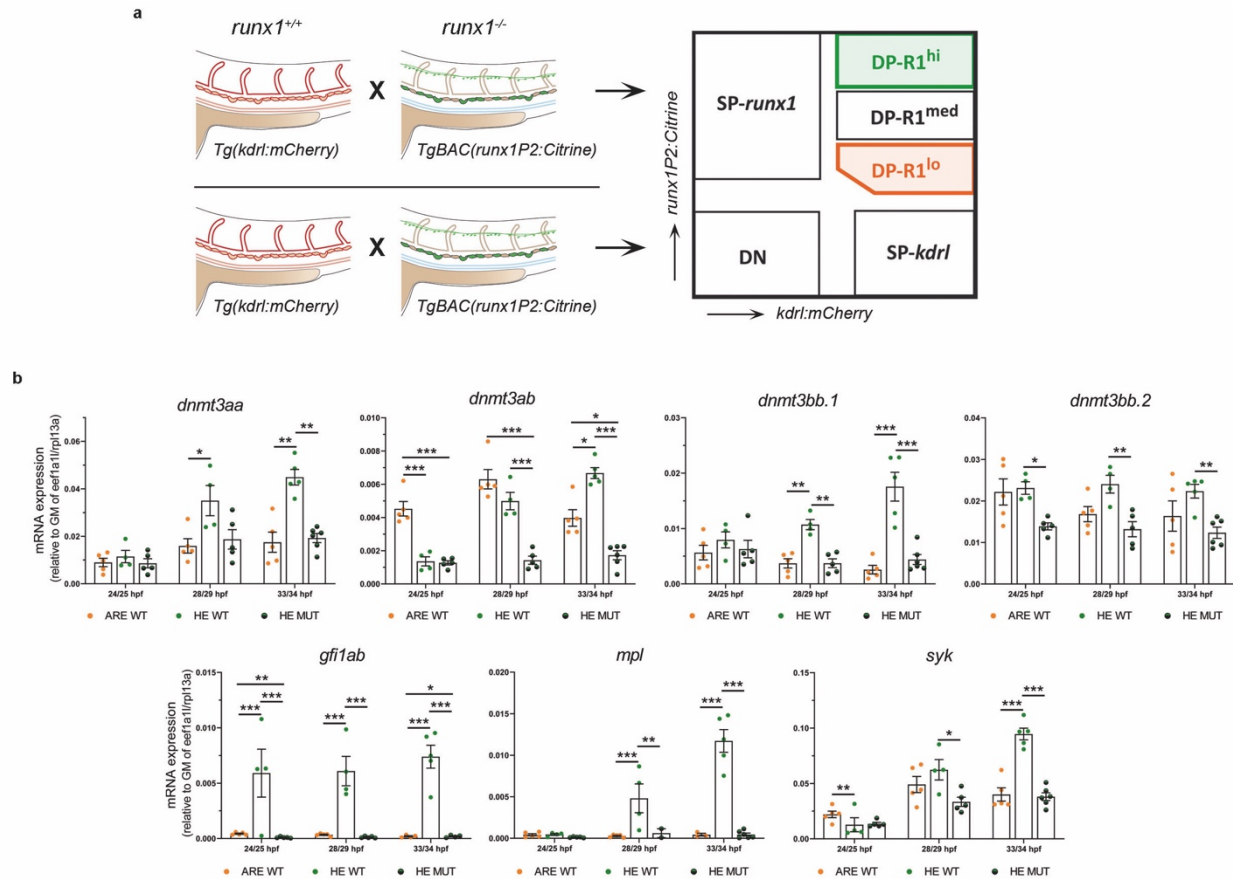

**Supplementary Figure 7: Gene expression in Runx1 mutants validates Runx1 targets identified by RNA-seq**

(a) Illustration of the experimental set-up to study gene expression of potential Runx1 targets by qRT-PCR in *runx1*<sup>+/+</sup> and *runx1*<sup>-/-</sup> mutants using the BioMark platform. Transgenic *TgBAC(runx1P2:Citrine)* and *Tg(kdrl:mCherry)* reporter lines were crossed on a homozygous *runx1*<sup>-/-</sup> background. Double transgenic offspring of either *runx1*<sup>+/+</sup> or *runx1*<sup>-/-</sup> in-crosses were used to isolate cells of the indicated populations for subsequent gene expression analysis by qRT-PCR. (b) qRT-PCR gene expression analysis of potential Runx1 targets (*dnmt3aa*, *dnmt3ab*, *dnmt3bb.1*, *dnmt3bb.2*, *gfi1ab*, *mpl* and *syk*) in the HE and ARE of *runx1*<sup>+/+</sup> (WT) and the HE of *runx1*<sup>-/-</sup> mutant (MUT) embryos. Graphs show the mean of detected expression levels relative to the geometric mean (GM) of the 2 housekeeping genes *eef1a1* and *rpl13a*. n = 5 independent

biological experiments for WT embryos and n = 6 independent biological experiments for MUT embryos. Error bars represent the SEM. 2-way ANOVA; \* =  $p < 0.05$ ; \*\* =  $p < 0.01$ ; \*\*\* =  $p < 0.001$ .

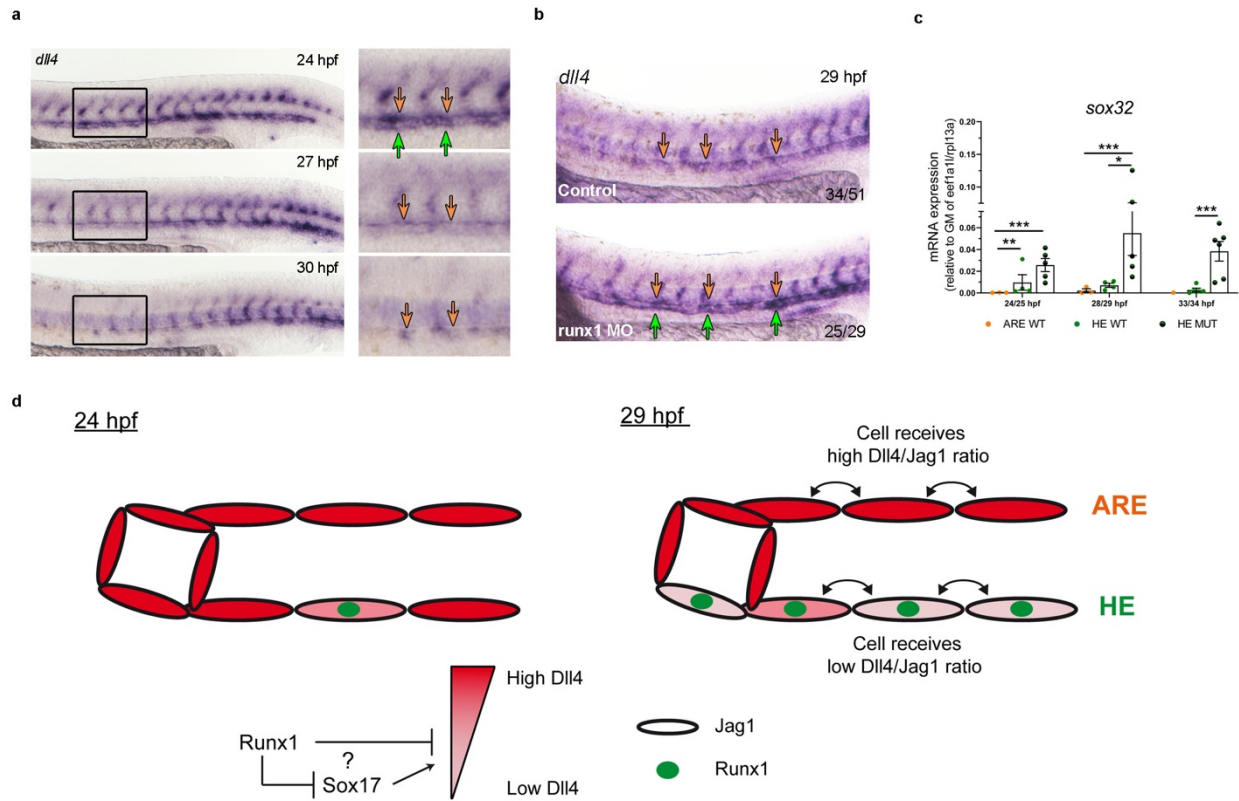

**Supplementary Figure 8: Down-regulated expression of *dll4* in HE accounts for a lower *Dll4* to *jag1a* ratio driving haemogenic specification**

(a,b) Spatial analysis of gene expression by ISH. Green arrows point to the HE. Orange arrows point to the DA roof. (a) Time line analysis of *dll4* during definitive haematopoiesis in the DA region. The magnifications highlight the boxed regions. (b) ISH analysis of *dll4* in *runx* MO and control embryos. (c) qRT-PCR gene expression analysis of *sox32* in the HE and ARE of *runx1*<sup>+/+</sup> (WT) and the HE of *runx1*<sup>-/-</sup> mutant (MUT) embryos. Graph shows the mean of detected expression levels relative to the geometric mean (GM) of the 2 housekeeping genes *eef1a1* and *rpl13a*. n = 5 independent biological experiments for WT embryos and n = 6 independent biological experiments for MUT embryos. Error bars represent the SEM. 2-way ANOVA; \* = p<0.05; \*\* = p<0.01; \*\*\* = p<0.001. (d) Model depicting the dynamics of NOTCH ligands *jag1a*

and *dll4* expression in the zebrafish DA. Up-regulation of *runx1* in the HE causes a repression of *dll4*, either directly or through the repression of the positive input Sox17, whereas *jag1* expression stays uniform. Despite an early non-synchronous initiation of *runx1* in the HE, over time such cells are neighboured by further cells with low *dll4* expression. Consequently, HE-specific repression of *dll4* leads to a low Dll4/Jag1 ratio for such cells shown to be required for further haematopoietic differentiation, whereas cells in the ARE retain a higher Dll4/Jag1 ratio.

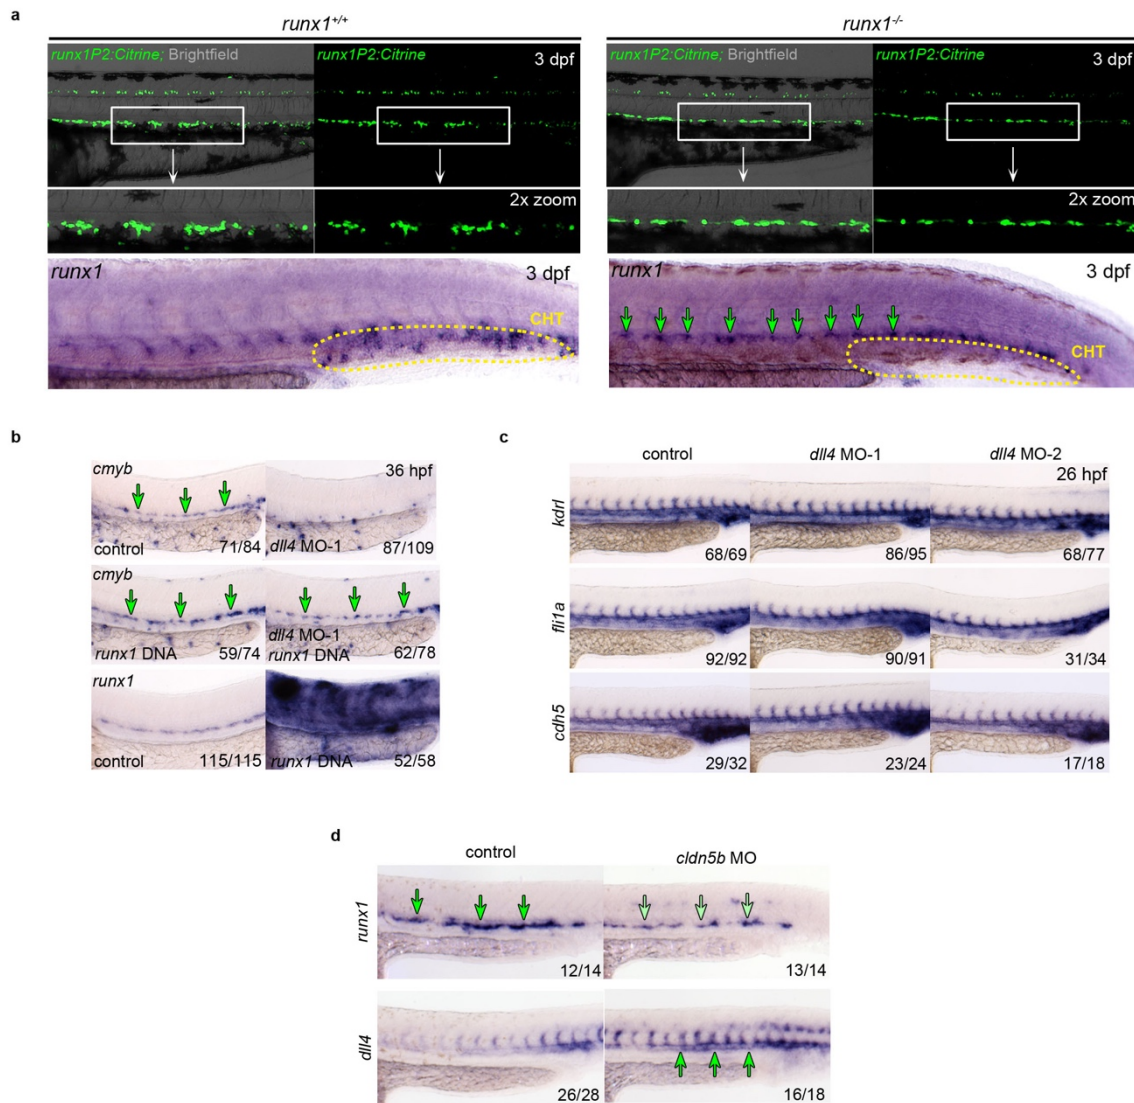

**Supplementary Figure 9: Arterial identity is a prerequisite for aortic HE**

(a) Top: Representative fluorescent microscopy images highlighting the DA region of 3 dpf *TgBAC(runx1P2:Citrine)* embryos either on a *runx1*<sup>+/+</sup> or *runx1*<sup>-/-</sup> genetic background. Magnifications highlight the boxed areas. Bottom: ISH analysis of *runx1* in the trunk region of 3 dpf *runx1*<sup>+/+</sup> and *runx1*<sup>-/-</sup> embryos. Green arrows point to expression in the HE. The region of the caudal haematopoietic tissue (CHT) is indicated. (b) Top and middle: ISH analysis of *cmyb* in *dll4* MO-1 and control embryos co-injected with or without a *runx1* over-expression construct. Green arrows point to the HE. Bottom: Expression of *runx1* in control and *runx1* over-expression embryos. (c) ISH analysis of endothelial genes *kdrl*, *fli1a* and *cdh5* in control and *dll4* MO embryos. Experiment was performed with two different MOs. (d) ISH analysis of *runx1* and *dll4* expression in control and *cldn5b* MO embryos.

|    | Zebrafish gene names | Cluster (C) 1,2,3,4<br>(Li, Y. et al 2014) <sup>2</sup> | HECs and HSCs<br>(Kartalaei, P. S. et al. 2015) <sup>3</sup> | RUNX1 ChIP binding;<br>ChIP-seq studies see<br>Legend | Legend                                                                                                              |
|----|----------------------|---------------------------------------------------------|--------------------------------------------------------------|-------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------|
| 1  | angpt1               | C1                                                      | HSCs                                                         | A, B                                                  | <b>A:</b><br>RUNX1 ChIP in HCP7 cells<br>(Wilson, N. et al. 2010) <sup>4</sup>                                      |
| 2  | ankrd10a             | C4                                                      | /                                                            | /                                                     |                                                                                                                     |
| 3  | cyfip2               | C1                                                      | /                                                            | /                                                     |                                                                                                                     |
| 4  | dnmt3ab              | C4                                                      | HSCs                                                         | A, B, C                                               |                                                                                                                     |
| 5  | dnmt3ba              | C1                                                      | HSCs                                                         | B                                                     | <b>B:</b><br>RUNX1 and RUNX1/ETO<br>ChIP in Kasumi-1 cells<br>(Li, Y. et al. 2016) <sup>5</sup>                     |
| 6  | dnmt3bb.1            | C1                                                      | HSCs                                                         | B                                                     |                                                                                                                     |
| 7  | dnmt3bb.2            | C1                                                      | HSCs                                                         | B                                                     |                                                                                                                     |
| 8  | ezrb                 | C4                                                      | /                                                            | /                                                     |                                                                                                                     |
| 9  | gfi1ab               | C1                                                      | HSCs                                                         | B, C                                                  | <b>C:</b><br>RUNX1 ChIP in Kasumi-1<br>cells and two t(8;21)<br>patients<br>(Ptasinska, A. et al 2012) <sup>6</sup> |
| 10 | irf1b                | C1                                                      | /                                                            | A, B, C                                               |                                                                                                                     |
| 11 | mpl                  | C1                                                      | /                                                            | A                                                     |                                                                                                                     |
| 12 | mybbp1a              | C1                                                      | /                                                            | /                                                     |                                                                                                                     |
| 13 | pbrm1l               | C2                                                      | /                                                            | B                                                     |                                                                                                                     |
| 14 | pdxka                | C1                                                      | /                                                            | B                                                     |                                                                                                                     |
| 15 | pik3cd               | C1                                                      | /                                                            | B, C                                                  |                                                                                                                     |
| 16 | pik3r1               | C1                                                      | /                                                            | A, B                                                  |                                                                                                                     |
| 17 | selp                 | C1                                                      | /                                                            | A                                                     |                                                                                                                     |
| 18 | stmn1a               | C1                                                      | /                                                            | A, B                                                  |                                                                                                                     |
| 19 | syk                  | C1                                                      | HSCs                                                         | A, B                                                  |                                                                                                                     |
| 20 | wdhd1                | C2                                                      | HSCs                                                         | B                                                     |                                                                                                                     |
| 21 | zgc:92791            | C1                                                      | /                                                            | /                                                     |                                                                                                                     |
| 22 | znf296               | C1                                                      | HSCs                                                         | /                                                     |                                                                                                                     |

**Supplementary Table 1: List of high-confidence Runx1 target genes specific to the HE**

Genes identified as HE-specific and Runx1-activated were intersected and cross-compared to published RNA-seq and Runx1 ChIP-seq data sets to identify genes with an evolutionarily conserved expression and the potential to be bound by Runx1. Green: Gene is present in the respective data set. Grey: Gene is absent in the respective data set. C1/C2/C4: Cluster 1/2/4 as defined by the Li et al. (2014)<sup>2</sup> study. Haemogenic endothelial cells (HEC) and haematopoietic stem cells (HSCs) are defined by the Kartalaei et al. (2015)<sup>3</sup> study.

### Supplementary references

1. Lam, E. Y. N. *et al.* Zebrafish runx1 promoter-EGFP transgenics mark discrete sites of definitive blood progenitors. *Blood* **113**, 1241–1249 (2009).
2. Li, Y. *et al.* Inflammatory signaling regulates embryonic hematopoietic stem and progenitor cell production. *Genes Dev.* **28**, 2597–2612 (2014).
3. Kartalaei, P. S. *et al.* Whole-transcriptome analysis of endothelial to hematopoietic stem cell transition reveals a requirement for Gpr56 in HSC generation. *J. Exp. Med.* **212**, 93–106 (2015).
4. Wilson, N. K. *et al.* Combinatorial transcriptional control in blood stem/progenitor cells: Genome-wide analysis of ten major transcriptional regulators. *Cell Stem Cell* **7**, 532–544 (2010).
5. Li, Y. *et al.* Genome-wide studies identify a novel interplay between AML1 and AML1/ETO in t(8;21) acute myeloid leukemia. *Blood* **127**, 233–242 (2016).
6. Ptasinska, A. *et al.* Depletion of RUNX1/ETO in t(8;21) AML cells leads to genome-wide changes in chromatin structure and transcription factor binding. *Leukemia* **26**, 1829–1841 (2012).

# Supplementary material for: Blood stem cell-forming haemogenic endothelium in zebrafish derives from arterial endothelium
**Source:** Nat Commun. 2019 Aug 8;10:3577. doi: 10.1038/s41467-019-11423-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

Description: The genes in each cluster after consensus clustering. Related to Supplementary Fig. 4.

### **File Name: Supplementary Data 2**

Description: List of differentially expressed genes between DP-R1<sup>lo</sup> and DP-R1<sup>hi</sup> populations. Shown are the gene count values of the replicates, the logFC and statistical information. Related to Fig. 3.

### **File Name: Supplementary Data 3**

Description: List of differential ATAC-peaks between DP-R1<sup>lo</sup> and DP-R1<sup>hi</sup> populations. Provided are the genomic annotation and the next gene locus.

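Each row of the table is 1 differential peak with its position in GRCz10, its log2 fold change, its HOMER annotation and the distance to the nearest TSS. The fold change is positive where DP-R1hi is more open. The part of the table read here held 1999 of 3864 rows for DP-R1hi and 1998 of 5602 rows for DP-R1lo. All of these rows had the position and fold change of the peak with the same number in the lists analysed. The nearest gene is a matter of distance and need not be the gene a peak regulates, and 249 peaks have no gene symbol.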

### **File Name: Supplementary Data 4**

Description: List of differentially expressed genes between wild type (WT) and runx1 MO samples for both, DP-R1<sup>hi</sup> and double negative (DN) populations. Shown are the gene count values of the replicates, the logFC and statistical information. Additionally, the list of true off-targets defined as common down- and up-regulated genes for both populations is provided as well. Related to Fig. 4.

### **File Name: Supplementary data 5**

Description: List of primers and morpholinos (MO) used in this study.

# Supplementary material for: Blood stem cell-forming haemogenic endothelium in zebrafish derives from arterial endothelium
**Source:** Nat Commun. 2019 Aug 8;10:3577. doi: 10.1038/s41467-019-11423-2
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Sequencing data (RNAseq and ATACseq) was obtained from (Illumina HiSeq4000 and NextSeq machine, respectively) in FastQ format and mapped/processed /analysed using the software listed below

Data analysis  
STAR aligner 2.4.2a  
BWA aligner 0.7.12  
Trimmomatic 0.32  
subread 1.6.2  
Homer 3.0  
R 3.4.1-newgcc  
R bioconductor package  
R diffBinding package  
R pheatmap package  
R ConsensusClusterPlus package

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data generated or analysed during this study are included in this published article (and its supplementary information files). Accession codes for RNAseq and

ATACseq are GSE132259 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132259>] and GSE132258 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132258>], respectively.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For RNAseq and ATACseq experiments a minimum of 3 samples was determined as sufficient due to the homogeneous genetic background of the zebrafish population and the high numbers of fish were pooled for each independent experiment. For confirmatory gene expression experiments using the Biomark platform sample size was increased to 5-6 independent experiments.                                          |
| Data exclusions | No data were excluded for the gene expression analysis. For ATACseq triplicates were analysed for consistency by PCA and correlation analysis and one outlying replicate has been removed for each, DP-R1hi and DP-R1lo.                                                                                                                                                                                          |
| Replication     | Differential gene expression analysis by RNAseq was based on runx1-morpholino technology. Functionality of the morpholino in each independent experiment was verified by PCR and phenotype observation (see Supplementary Fig. 6). Reproducibility of the experimental findings was verified ISH and Biomark experiments in runx1-mutants.                                                                        |
| Randomization   | For each independent RNAseq experiments (Wt and morpholino) embryos from several clutches were pooled. To control for potential batch effects, every single clutch was split in half; while one half of the clutch remained unmanipulated, the other half was injected with the runx1 morpholino. Afterwards, injected and non-injected embryos from different clutches were pooled accordingly for FACS sorting. |
| Blinding        | Investigators were not blinded                                                                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies for in situ hybridization: Anti-digoxigenin-AP, Fab fragments (11093274910, SIGMA) and Anti-Fluorescein-POD, Fab fragments (11426346910, SIGMA) |
| Validation      | All validation of the antibodies used can be found in the manufacturer's website                                                                           |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Zebrafish (danio rerio), males and females, AB strain. Tg(kdrl:Hsa.HRAS-mCherry), dll4sa9436 mutants and runx1W84X mutants. Fish were analyzed during embryogenesis (mostly around 24-36 hours post fertilization). |
| Wild animals            | Study did not involve wild animals                                                                                                                                                                                  |
| Field-collected samples | Study did not involve samples collected from the field                                                                                                                                                              |

## Ethics oversight

All experiments were performed under a Project license approved by the Home Office, UK, under the Animals (Scientific Procedures) Act 1986.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

To isolate sufficient amounts of RNA for the next generation sequencing analysis, at least 3000 cells per population were collected. Zebrafish embryos were staged to 28-30 hours post fertilization, pre-sorted for the presence of fluorescent reporters using the Olympus stereo microscope MVX10 and collected in low binding microcentrifuge tubes (SafeSeal Microcentrifuge Tubes, Sorenson; Cat#39640T). Yolk was removed using 116 mM NaCl/2.9 mM KCl/5 mM HEPES (with freshly added 1mM EDTA) deysolking buffer. Cells were dissociated using collagenase/trypsin buffer (20 mg collagenase in 0.05% Trypsin with EDTA in 1x HBSS solution). Reaction was stopped in 1x HBSS/10 mM HEPES/0.25% BSA. Dissociated cells were passed through a 40 µm cell strainer and re-suspended in appropriated volume (~10 µl per embryo; ~3-7x10<sup>6</sup> cells per ml) of 1x HBSS/10 mM HEPES/0.25% BSA with HoechstDEAD (33258; Invitrogen) (1:4000 dilution). FAC-sorting was carried out by the WIMM Flow Cytometry Facility using the BD FACS Aria Fusion system. Cells were either directly sorted into RLT buffer (RNA isolation) or into 1x HBSS/10 mM HEPES/0.25% BSA buffer for subsequent preparation of ATAC-seq libraries.

#### Instrument

BD FACS Aria Fusion system

#### Software

FACSDiva v8.0.1 Software

#### Cell population abundance

SP-runx1: 4.286%; SP-kdrl: 0.645%; DP-R1hi: 0.047%; DP-R1med: 0.094%; DP-R1lo: 0.086%

#### Gating strategy

We first sorted for live/dead cells using a Hoechst(DEAD) dye, then excluded doublets. From these we set the gates for negative and positive Citrine or mCherry fluorescence with wildtype and single Citrine or mCherry transgenics as single-colour controls. To identify the gating strategy for the DP-cells, we split the DP-gate into three sub-gates of similar height to select for a DP-R1hi population with best enrichment of haemogenic marker genes.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

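Open chromatin was measured by ATAC-seq in sorted zebrafish cells at 28 to 30 hpf. The authors' pipeline (read trimming, alignment to GRCz10, peak calling against genomic DNA, DiffBind with edgeR, HOMER annotation and a fold change filter) had been run before deposition, and 1 of 3 replicates of DP-R1hi and of DP-R1lo had been left out. The deposited lists have no header. They were read as giving, on a log2 scale, the authors' mean concentration of normalized reads per group and the authors' fold change. The fold change was identified from Supplementary Data 3, and the group means were inferred from their difference. The deposited fold change equalled the difference of the group means within 0.01. The deposited distance to the TSS is in bp and is the authors' HOMER value. There are no values per replicate in the lists, so that no test across replicates was made, and library depths are unknown.

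The 3864 HE-specific and 5602 ARE-specific peaks were compared with two-sided Fisher's exact tests for shares, with permutation tests of medians (100000 resamples) and with permutations of the list label over peaks (10000). Benjamini-Hochberg adjustment covered the 4 annotation classes. The exon class is that of the files, with UTR peaks apart. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

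Gene names were matched through RefSeq accessions to a table of the GRCz12tu assembly, used for names only. HE markers, endothelial and arterial genes, and Runx1 targets and other genes named in the results were fixed before the data were examined. For the genes nearest to the 3 peaks with the largest fold change in each list, only this rule was fixed beforehand. The marker lists, the tests that compare the lists at the claims and the first set of alternatives were also fixed before the data were examined. Alternatives added later are named as such. The tests that weigh explanations in the closing section were written after the fold changes and named genes had been looked at, and some of them after the result they bear on. Runx1-regulated genes were taken from Supplementary Data 4, of which 676 rows for DP-R1hi and 176 for DN were read, as many as the paper reports. Without the 42 off-targets, 245 genes were Runx1-activated and 389 Runx1-repressed.

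The tests were tested on simulated labels over the 9466 peaks. With random labels, the test of the TSS share passed the threshold of 0.05 in 11 of 200 runs, and a planted odds ratio of 2 was recovered above 1.5 in 200 of 200 runs. The permutation tests called planted effects in 20 of 20 runs each and random labels in 0 to 2 of 20. Random labels were permuted over single peaks, whereas the observed labels cluster along the genome. These runs thus do not give the false positive rate for the observed lists. The planted odds ratio of 2 was above the observed 1.36 at the TSS, so that power at the observed size is unknown. Motif analysis was left out because it needs the genome sequence.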

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

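The tests of this part were chosen after the result was seen. Of 13 ARE-specific peaks wider than 5 kb, 12 were at the lowest DP-R1hi value, a signal in peaks that the paper does not discuss. Of the HE-specific peaks, 0 of 2 above 5 kb and 4 of 13 at 2 to 5 kb were at the lowest DP-R1lo value. All 13 ARE-specific peaks are intergenic. The widest spans 25957 bp on chromosome 14 (19788158 to 19814114), with a mean log2 concentration of 12.42 in DP-R1lo. Low read counts would need low concentrations in DP-R1lo, but the median there was 10.9 for these 12 peaks against 5.11 for the 2037 other ARE-specific peaks at the lowest value. The share of ARE-specific peaks at the lowest value was 50.8% up to 500 bp, 21.7% from there to 1 kb, 9.59% at 1 to 2 kb, 41.2% at 2 to 5 kb (7 of 17) and 92.3% above 5 kb. It thus fell with width up to 2 kb and rose above that. The odds ratio of 113 between peaks above 5 kb and those of 1 to 2 kb sets the highest share against the lowest, so that it excludes no relation with width, which stays open. Subtraction of the genomic DNA control, or sequence absent from the DP-R1hi libraries, cannot be told apart from closed chromatin for these 12 peaks, since the lists hold no genomic DNA value per peak. A signal in a single replicate stays open because the lists hold no values per replicate. A biological difference between the populations also stays open and was not tested.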

How the results depend on the processing

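No paired analysis was possible because the lists hold group means and no values per replicate. For the same reason leave-one-out fits, the replicate block and count-based fits were not run, and the motif alternatives were not run without a genome sequence. The restriction to chromosomes 1 to 25 removed no peak and tests nothing.

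The results for Runx1-regulated genes, shared genes, neighbouring peaks and peak width kept their direction and their side of the threshold under the alternatives set before the data were examined. The difference between chromosomes did so under the 3 alternatives run for it, but not when blocks of consecutive peaks were permuted whole (permutation test, p = 0.116), a test chosen after seeing the data. The odds ratio for Runx1-regulated genes ranged from 2.28 with peaks as units to 4.78 for peaks within 50 kb of the TSS. The difference in median width was -15.5 bp over all peaks. It was -27.5 bp with an absolute log2 fold change of at least 1 and -52.5 bp with at least 2.

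With an absolute log2 fold change of at least 2, the number of HE-specific peaks moved to 2562. The difference in shares between HE-specific and ARE-specific peaks reversed to -1.37 percentage points at the TSS, 0.744 for intergenic and 0.334 for intron peaks, and weakened to -0.485 for exons. The difference in median TSS distance weakened to -2116 bp and no longer passed the threshold (permutation test, p = 0.124). With at least 1, the intergenic difference reversed to 0.295, and those for exons and the TSS no longer passed the threshold (-0.894, adjusted p = 0.251, and 0.242, adjusted p = 0.790). With 1 peak per nearest gene, that closest to the TSS, the intron difference reversed to 0.911 and the TSS difference of 0.878 no longer passed the threshold. The exon difference grew to -2.02 and still passed it, and the difference in median distance reversed to 402 bp. Keeping the closest peak can by itself move the TSS share and the distance, more so in the list with more peaks per gene. With the promoter class set by distance within 1 kb, the exon difference of -0.345 did not pass the threshold either (Fisher's exact test, adjusted p = 0.564). The intergenic and intron differences were past the threshold under none of these settings. The cause was not tested.

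Of the alternatives chosen after seeing the data, counting UTR peaks as exons gave an exon difference of -0.729 (adjusted p = 0.294) and the sign-flip test over chromosomes one of -1.02 (adjusted p = 0.183), neither past the threshold. The TSS difference passed the sign-flip test (1.57, adjusted p = 0.00904). For the marker genes, genes in place of peaks as units weakened the odds ratio to 15 (Fisher's exact test, p = 0.0632), with fewer units tested. Of the counts of peaks by named gene, 111 stayed within 1.5 times and 17 moved.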

Differences from the paper's values

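No value of the lists differed from the paper's by more than 1.5 times. The share of exonic peaks was 4.32% for HE-specific and 5.37% for ARE-specific peaks, against the paper's values of about 5.6% and about 6.3% in Fig. 3, read by eye. With UTR peaks counted as exons, an alternative chosen after seeing the values, the shares were 5.59% and 6.32%.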

Other observations

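The tests for library scaling, for a copy number difference and for blocks of peaks were chosen after the results were seen.

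Over genes with peaks of 1 list, 55 Runx1-activated genes lay nearest to HE-specific and 24 to ARE-specific peaks, and 65 and 103 Runx1-repressed genes (odds ratio 3.63, two-sided Fisher's exact test, p = 6.06e-06). Among these genes, HE-specific peaks thus marked 69.6% of the activated and 38.7% of the repressed ones, against 43.0% of all genes with peaks of 1 list. A further 32 activated and 40 repressed genes had peaks of both lists. Genes with many peaks do not account for it, as the odds ratio was 3.17 among genes with 1 differential peak. Accessibility following Runx1-dependent expression would give this, as a hypothesis. The test cannot tell it from other expression differences between HE and ARE, since the paper found ARE-specific and Runx1-repressed genes to overlap. A different cell composition of the sorted populations stays open and was not tested.

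Of the neighbouring peaks within 10 kb, 81.7% of 1418 pairs belonged to the same list, against 51.9% with permuted labels (p = 0.0001, the smallest the permutations can give). The lists also shared 982 nearest genes, fewer than the 1399 of permuted labels (permutation test, p = 0.0001, again the smallest). The share was 91.7% for pairs within 2 kb, and 79.3% for pairs within 10 kb once peaks of 1 list within 1 kb were merged. Adjacent calls within 1 kb thus did not account for all of it, whereas calls of broader regions stay open. After merging within 10 kb, 65.7% of neighbours 10 to 50 kb apart shared a list, against 51.3%, but these are other pairs and do not decide it for the close ones. A 2-fold copy number difference alone would give an absolute log2 fold change of 1, and 95.3% of 1541 same-list neighbours, without peaks at the lowest value, lay above 1 (median 2.46). Nearly all peaks of both lists do so, whatever their neighbours, so that this says nothing on why neighbours share a direction, and a copy number difference added to other changes stays open. Regulation by locus was not tested.

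The share of HE-specific peaks ranged from 34.9% on chromosome 14 to 47.5% on chromosome 7 (chi-square 64.0 against 24.0 with permuted labels, p = 0.0001, the smallest they can give). When 934 blocks of 10 consecutive peaks were permuted whole, the chi-square averaged 47.6 and the observed value was no longer past the threshold (permutation test, p = 0.116). This keeps any clustering within a block in place. Only 1418 neighbouring pairs among 9466 peaks lay within 10 kb, so that a block usually spans well over 10 kb. On simulated labels clustered in bins of 50 kb, this test called a planted difference between chromosomes in 200 of 200 runs and labels without one in 15 of 200. The difference between chromosomes could thus come from clustering within blocks, but the test cannot tell close neighbours from broader regions. Other block sizes were not tried.

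Closed-state values at the lowest level were more frequent among ARE-specific peaks. The odds ratio was 2.50 over all peaks and 1.89 (Mantel-Haenszel, 95% interval 1.67 to 2.15) within bins of open-state concentration. Lower open-state signal thus accounted for part of the difference and not for all of it. Library scaling stays open. Setting 1 common lowest value reclassified no peak, so that this test could not respond to scaling and decides nothing. Library depths, which are unknown, also stay open, as does a biological difference, which was not tested.

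All 3 peaks nearest to the venous gene ephb4b were ARE-specific. Of the 6 peaks nearest to nr2f2, 5 were ARE-specific, but these lay 67606 to 253095 bp from the TSS, and the only peak within 50 kb was HE-specific. HE-specific peaks outnumbered ARE-specific ones for some of the other Runx1 targets named in the paper. They were dnmt3ba (2 and 1), angpt1 (3 and 1), dnmt3aa (2 and 0), irf1b (1 and 0) and pik3cd (1 and 0). The same held for sox32 (1 and 0), which the paper describes as HE-specific but repressed by Runx1. The HE-specific peaks of dnmt3ba had log2 fold changes of 7.16 and 6.92, read as lower bounds, as DP-R1lo was at its lowest value. The single dnmt3ab peak, at its promoter, was ARE-specific (log2 fold change -1.48). No differential peak had syk, mpl, dnmt3bb.2 or jag1a as its nearest gene.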
